# Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements

**DOI:** 10.1038/s44319-025-00657-5

**Published:** 2025-12-09

**Authors:** Kaushiki Chatterjee, Christopher Mitsuo Uyehara, Kritika Kasliwal, Subhashini Madhuranath, Laurianne Scourzic, Alexander Polyzos, Effie Apostolou, Matthias Stadtfeld

**Keywords:** H3K9 Methylation, EHMT2, Totipotency, Pluripotency, LINE-1, Chromatin, Transcription & Genomics, Stem Cells & Regenerative Medicine

## Abstract

Mouse embryonic stem cells (mESCs), in addition to differentiating into the three germ layers, can reverse typical developmental trajectories, as exemplified by their ability to de-differentiate into 2-cell-like cells (2CLCs) that resemble the mammalian embryo during zygotic genome activation (ZGA). This unique property offers the opportunity to elucidate the molecular principles that govern the pre-implantation stages of mammalian development. Here, we dissect the functions of the chromatin repressor EHMT2, a candidate antagonist of the mESC-to-2CLC transition, by leveraging a multipurpose allele for acute protein depletion and efficient immunoprecipitation. Our experiments revealed distinct principles of EHMT2-mediated gene repression in mESCs based on specific chromatin binding patterns and protein co-factors. Most notably, EHMT2 directly represses large clusters of co-regulated gene loci that comprise a significant fraction of the 2CLC-specific transcriptome by initiating H3K9me2 spreading from distal LINE-1 elements. EHMT2 counteracts the recruitment of the activator DPPA2/4 to promoter-proximal endogenous retroviral elements (ERVs) at 2CLC genes. EHMT2 depletion enhances the expression of ZGA-associated transcripts in 2CLCs and synergizes with spliceosome inhibition and retinoic acid signaling to facilitate the mESC-to-2CLC transition. In contrast to ZGA-associated genes, the repression of germ layer-associated transcripts by EHMT2 occurs outside of gene clusters, in collaboration with ZFP462, and involves binding to non-repetitive candidate enhancers. Our observations provide novel mechanistic insight into how pluripotent cells achieve attenuation of their bidirectional differentiation potential and reveal unique transcriptional features of murine totipotent cells.

## Synopsis

The histone methyltransferase EHMT2 employs distinct molecular mechanisms to counteract both forward (into germ layers) and backward (into totipotent-like cells) differentiation in mouse pluripotent cells.

- Acute EHMT2 depletion in mouse ESCs results in the reactivation of nearly 100 clusters of co-regulated ZGA-associated genes, which we coin “EHMT2 coordinately repressed domains” (ECORDs).
- EHMT2 in ECORDs binds to evolutionarily young LINE-1 elements, which serve as docking sites for both chromatin repressors and activators.
- EHMT2 counteracts DPPA2/4-mediated gene activation in ECORDs and synergizes with ZFP462 to repress germ layer-associated genes.

## Abstract (web summary)

The histone methyltransferase EHMT2 employs distinct molecular mechanisms to counteract both forward (into germ layers) and backward (into totipotent-like cells) differentiation in mouse pluripotent cells.

## Introduction

Mammalian stem and progenitor cells exhibit unidirectional developmental plasticity and generally do not revert to earlier stages of differentiation. This is the basis for Waddington’s epigenetic landscape (Baedke, 2013). Cultured naive pluripotent stem cells, such as mouse embryonic stem cells (mESC), are characterized by their ability to differentiate into all three germ layers and derivative tissues, reflecting the developmental potential of their in vivo counterpart, the epiblast of the pre-implantation blastocyst. However, mESCs can also spontaneously reverse physiological developmental trajectories and, at low frequencies, give rise to so-called 2-cell-like cells (2CLCs) (Macfarlan et al, 2012). 2CLCs express genes that are transiently activated during zygotic genome activation (ZGA), which in mice occurs at the two-cell stage before becoming silenced during later development (Macfarlan et al, 2012). Several transcriptional regulators, such as the transcription factors (TFs) DPPA2/4 (De Iaco et al, 2019; Eckersley-Maslin et al, 2019) and DUX (Hendrickson et al, 2017; Yang et al, 2020), have been reported to activate ZGA-associated genes during the mESC-to-2CLC transition. Select 2CLC-associated genes, such as *Zscan4* (Falco et al, 2007) and *Obox* (Ji et al, 2023), are organized in gene clusters, the regulatory logic of which remains unknown.

The unusual bidirectional potential of mESCs suggests that molecular mechanisms exist that not only support but also counteract “forward” (into germ layers) and “backward” (into 2CLC) differentiation, thereby allowing mESCs to self-renew in an undifferentiated state. For example, core pluripotency TFs, such as OCT4, can recruit repressive chromatin modifiers to loci encoding signaling and transcriptional regulators required for germ layer differentiation (Jerabek et al, 2014). Several distinct cellular pathways and regulators have been reported to be involved in regulating the mESC-to-2CLC conversion (Jia Yu and Guan, 2024; Nakatani and Torres-Padilla, 2023), suggesting the existence of multiple regulatory layers that converge on suppressing the unscheduled reactivation of 2CLC-associated transcripts in pluripotent cells. However, whether the same regulators are involved in counteracting 2CLC formation and forward differentiation of mESCs remains unexplored.

The extensive differences in genome accessibility (Hendrickson et al, 2017), histone mobility (Boskovic et al, 2014), chromatin marks (Eckersley-Maslin et al, 2016), and chromatin topology (Zhu et al, 2021) distinguishing mESCs and 2CLCs make epigenetic regulators prime candidates for modulating the interconversion between these cells. Accordingly, the inhibition of histone-modifying enzymes can increase the abundance of 2CLCs in mESCs cultures (Macfarlan et al, 2012). However, the specific target genes of these enzymes and the underlying regulatory mechanisms remain unknown.

Euchromatic histone methyltransferase 2 (EHMT2), also known as G9a, was identified as the enzyme catalyzing the repressive H3K9me2 mark in gene-rich regions outside of the pericentromeric heterochromatin of the mammalian genome (Rice et al, 2003; Tachibana et al, 2001) together with its dimeric interaction partner EHMT1 (Tachibana et al, 2005). EHMT2 null mice die during early organogenesis with multi-lineage defects (Tachibana et al, 2002), but transcriptional dysregulation in the absence of EHMT2 is already evident at pre-implantation stages (Zylicz et al, 2018). Since EHMT2 does not contain any DNA-binding domain, it is believed to gain target gene specificity by cell type-specific recruiting factors such as the TF ZFP462 in mESCs (Yelagandula et al, 2023). Cultures of mESCs deficient for EHMT2 exhibit upregulation of gene loci associated with neurodevelopment and other germ layers (Mozzetta et al, 2014), as well as ectopic activation of transposable elements (TE) highly expressed in two-cell embryos, such as ERVs (Maksakova et al, 2013) and an elevated number of 2CLCs (Macfarlan et al, 2012). Combined, these observations suggest a potential role for EHMT2 in counteracting both “forward” and “backward” differentiation in mESCs.

Here, we combine a novel degron allele with 2CLC reporters to explore the molecular role of EHMT2 in mouse ESCs. Acute EHMT2 depletion reveals that co-regulated gene clusters, which we term “EHMT2 coordinately repressed domains” (ECORDs), are a defining feature of 2CLCs, from which a significant fraction (~30%) of transcripts specific to these cells originate. Genes within ECORDs are highly expressed during ZGA in vivo, and we show that loss of EHMT2 further elevates ZGA-associated transcripts in 2CLCs. Mechanistically, spreading of EHMT2-catalyzed H3K9me2 domains from LINE-1 elements in mESCs prevents the binding of the activating transcription factor DPPA2/4 to ECORDs. At the same time, EHMT2 synergizes with ZFP462 to silence differentiation-associated genes in other genomic regions. Our study demonstrates that a single chromatin repressor can engage in distinct gene-regulatory modes to preserve the developmental plasticity of pluripotent stem cells, providing molecular insights into the underlying mechanism.

## Results

### Acute EHMT2 depletion de-represses distinct categories of gene loci in mESCs

To facilitate the study of EHMT2’s gene-regulatory functions, we replaced its STOP codon in mouse embryonic stem cells (mESCs) with an in-frame transgenic cassette encoding the degron tag FKBP12^F36V^ (“dTAG”) (Nabet et al, 2018) and two copies of the hemagglutinin (HA) tag (Fig. 1A). The degron design also contains a mCherry reporter to capture changes in the transcriptional activity of *Ehmt2* and to facilitate isolation of correctly targeted cells (Fig. 1A). We generated several PCR-validated homozygous EHMT2-dTAG mESC lines. Flow cytometric analysis of the mCherry reporter confirmed homogeneous *Ehmt2* expression in pluripotent cells (Appendix Fig. S1A). Culture of EHMT2-dTAG mESCs for 24 hours (h) in the presence of the degrader dTAG-13 (Nabet et al, 2018) resulted in near complete elimination of EHMT2 protein as measured by Western Blot (Appendix Fig. S1B). Quantification by flow cytometry revealed that total EHMT2 depletion was achieved after six hours of dTAG-13 treatment, followed by a delayed reduction in the levels of the H3K9me2 mark, which is catalyzed by the EHMT1:EHMT2 complex (Fig. 1B; Appendix Fig. S1C). No reduction of H3K9me2 levels was observed in EHMT2-dTAG mESCs in the absence of dTAG-13 (Appendix Fig. S1D). Thus, our transgenic system achieves robust, dTAG-13-dependent control of EHMT2 levels in mESCs.

**Figure 1:**
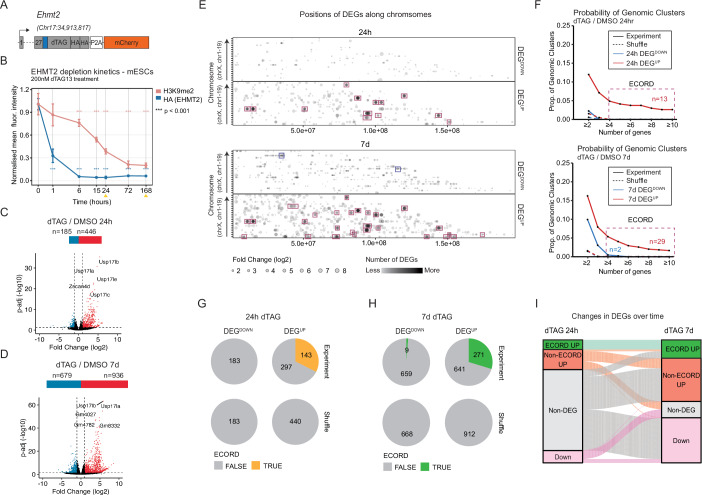
Acute EHMT2 depletion reveals distinct categories of target genes in mESCs. (**A**) Schematic of the EHMT2 degron allele. A degron (dTAG), two HA tags, and a mCherry transcriptional reporter were integrated in-frame at the single STOP codon of the endogenous *Ehmt2* locus. (**B**) Flow cytometry analysis of EHMT2 (HA) and H3K9me2 levels over time in response to continuous dTAG treatment. Yellow arrowheads indicate the isolation of samples for RNA-seq analysis. ***P < 0.001; unpaired *t* test. Error bars represent the mean with SD (*n* = 3 technical replicates from two independent cell lines). Exact *P* values are listed in Dataset EV6. (**C**, **D**) Volcano plots showing numbers of differentially expressed genes (DEGs) following 24 h and 7 days of continuous dTAG treatment, respectively. DEG: Adj. *P* value < 0.05 and absolute log2 fold change ≥1, Wald test using DESeq2. The top 5 DEGs by fold change are highlighted. Three biological replicates were used. (**E**) Positions of 24 h and 7 days EHMT2 DEGs along the linear genome. The opacity of the points was decreased so areas with large numbers of high FC DEGs appear darker. Boxes highlight genes (red: upregulated, blue: downregulated) that fall into EHMT2 Coordinately Repressed Domains (ECORDs) as defined in (**F**) and Appendix Fig. S1H,I. (**F**) Probability curves showing the fraction of gene clusters with ≥*n* DEGs and <50% static genes that do not break TAD boundaries (see “Results” and “Methods” sections). For subsequent analyses, “ECORDs” were defined as clusters with *n* ≥ 4 DEGs and <0.5 proportion of static genes. (**G**, **H**) Fraction of DEGs that fall into ECORDs at 24 h and 7 days, respectively. (**F**, **G**) “Shuffle” refers to a random sample of genes expressed in either DMSO or dTAG conditions. (**I**) Alluvial plot showing changes in DEGs between 24 h and 7 d. Source data are available online for this figure.

To determine the transcriptional consequences of acute EHMT2 depletion, we conducted RNA-sequencing (RNA-seq) experiments with three independent EHMT2-dTAG cell clones 24 h after dTAG-13 administration (Appendix Fig. S1E). This revealed 631 differentially expressed genes (DEGs) (abs(log2FC)>1; *P*-adj <0.05) compared to DMSO-treated controls (Fig. 1C). Consistent with a predominant role of EHMT2 as a transcriptional repressor in mESCs (Shinkai and Tachibana, 2011; Tachibana et al, 2008), most DEGs (446/631 or 70.7%) were upregulated and upregulated DEGs also had higher fold changes than downregulated DEGs (Fig. 1C). To determine the longer-term consequences of EHMT degradation, we also conducted RNA-seq 7 days (d) after continuous dTAG-13 administration (Appendix Fig. S1E). Although mESCs treated in this manner remained viable, retained an undifferentiated morphology, and exhibited no overt growth defect, 7 days RNA-seq revealed a substantially more pronounced transcriptional effect of EHMT2 loss with a total of 1615 DEGs, a slight majority being upregulated (58.0% or 936/1615 genes) (Fig. 1D) (Dataset EV1). Previous work has reported that EHMT2 antagonizes the expression of specific endogenous retroviral transcripts (Maksakova et al, 2013). In line with this, EHMT2 depletion resulted in dysregulation of several repeat elements with upregulation of specific ERVK/ERVL LTR families among the earliest and most pronounced consequences (Appendix Fig. S1F). At 7 days, we observed further derepression of ERVs, which is in line with a significant role of EHMT2 in stably repressing these repeat families (Appendix Fig. S1G). Most DEGs upregulated (“DEG^UP^”) upon prolonged EHMT2 depletion had already shown at least a trend toward upregulation after acute EHMT2 depletion (Appendix Fig. S1H). However, we also observed subsets of DEG^UP^ that were specific to the 24 h (C5 in Appendix Fig. S1H) or 7 days (C1 and C6) timepoint, possibly suggesting the existence of compensatory repressive mechanisms or the accumulation of indirect molecular effects of EHMT2 loss, respectively.

A striking outcome of our RNA-seq analysis was that a subset of DEG^UP^ genes was in linear proximity to one another, forming apparent clusters of genes that showed a similar response to EHMT2 depletion. By projecting the chromosomal locations and fold changes of 24 h and 7 days DEGs, we confirmed that many strongly upregulated (but not downregulated) genes were organized into clusters along the linear genome, suggesting coordinated repression by EHMT2 (Fig. 1E). To identify clusters in an unbiased and quantitative fashion, we counted the number of DEGs that occurred in sequence along the linear genome. The cluster was interrupted if (1) the next DEG changed in the opposite direction (*P*-adj <0.05, no fold-cutoff), or (2) the cluster crossed a TAD boundary (Di Giammartino et al, 2019). This analysis revealed that DEG^UP^ clusters spanned larger genomic regions than DEG^DOWN^ clusters and contained a significantly lower proportion of static (expressed and *P*-adjusted >0.05) genes (Fig. 1F; Appendix Fig. S1I,J). In some cases, >20 DEG^UP^ occurred in sequence with only 1–2 static genes. This analysis confirmed that clustering is a feature unique to a subset of DEG^UP^ that does not happen to DEG^DOWN^ or through chance. We will refer to genomic clusters with ≥4 DEG^UP^ and <50% static genes as **E**HMT2 **Co**ordinately **R**epressed **D**omains or ECORDs. Overall, we identified 13 ECORDs at 24 h and 29 ECORDs at 7 d (Fig. 1F; Appendix Fig. S1K), which comprised 32.1% and 29.0% of DEG^UP^, respectively, at these two time points (Fig. 1G,H) (Dataset EV2). All 24 h ECORDs were maintained at 7 days (Fig. 1I), and the vast majority (24 out of 29) of 7 days ECORDs had at least one DEG^UP^ at 24 h, demonstrating that EHMT2 loss causes early and sustained upregulation of genes within ECORDs. In contrast, some 24 h DEG^UP^ outside of ECORDs (“non-ECORD DEGs”) were no longer identified as DEG^UP^ at 7 days, possibly suggesting the existence of compensatory repressive mechanisms at non-clustered gene loci (Fig. 1I).

### ECORDs are characterized by repressive chromatin and are associated with zygotic genome activation

The results described so far show that genes repressed by EHMT2 in mESC cultures can be separated into two broad groups based on whether they reside within or outside ECORDs. To elucidate potential regulatory differences between these groups, we analyzed their chromatin states with ChromHMM (Ernst and Kellis, 2017; Vu and Ernst, 2023). ECORD genes are strongly enriched for heterochromatin features such as H3K9me3, transposable elements (including LTRs and LINE-1 elements), and for the “Assembly Gap” class, which is characteristic of repetitive DNA (Fig. 2A; Appendix Fig. S2A; Dataset EV3). In contrast, non-ECORD DEG^UP^ and DEG^DOWN^ enriched for chromatin features associated with euchromatin and active transcription (Fig. 2A; Appendix Fig. S2A; Dataset EV3). Accordingly, analysis of public Hi-C data (Di Giammartino et al, 2019) showed that ECORDs preferentially localized within (inactive) B compartments (Lieberman-Aiden et al, 2009) while non-ECORD DEG^UP^ showed a weak enrichment for the A compartments at both 24 h and 7 days (Fig. 2B). Collectively, these observations suggest that ECORD DEGs represent a more repressed ground state than non-ECORD DEG^UP^ in mESCs. In agreement, ECORD DEG^UP^ showed a more substantial degree of upregulation upon EHMT2 loss than non-ECORD DEG^UP^ (Fig. 2C). Importantly, the expression of almost all ECORD DEGs—as well as non-ECORD DEGs—reverted to physiological levels upon dTAG-13 washout and EHMT2 recovery (Appendix Fig. S2B–D), demonstrating that EHMT2 is directly responsible for the repression of these loci and can regain transcriptional control after being transiently depleted.

**Figure 2:**
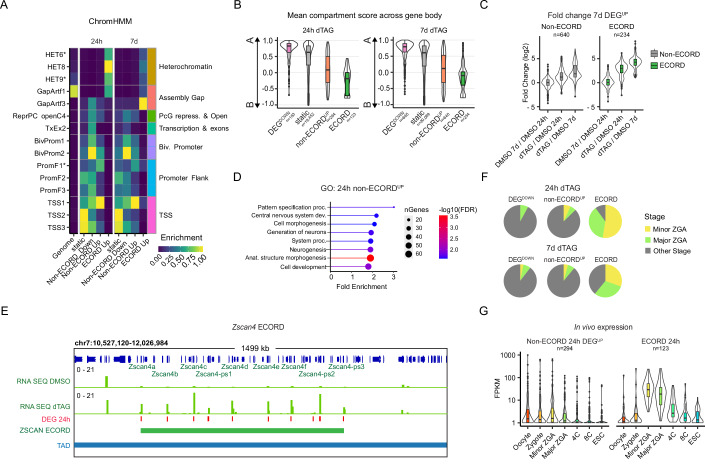
Genes in ECORDs have distinct properties and are enriched for genes involved in Zygotic Genome Activation (ZGA). (**A**) ChromHMM of promoters of ECORD DEGs using a 100-state model (Vu and Ernst, 2023). The descriptions of starred terms are provided in Fig.S2A. (**B**) Mean compartment strength over different categories of genes following 24 h and 7 days of dTAG treatment. Compartment scores were obtained from GSE113431 (Di Giammartino et al, 2019). All expressed genes (*n* = 19,635 for 24 h and *n* = 20,754 for 7 days). (**C**) Fold-changes (log2) of DEGs upregulated after 7 days of dTAG treatment (*n* = 874 genes), split by whether the DEG is within an ECORD. (**D**) Gene Ontology (GO) terms of genes upregulated after 24 h dTAG treatment for Non-ECORD DEGs. (**E**) Browser shot of RNA levels across the ECORD encompassing the *Zscan4* genes, canonical markers. TAD boundaries were obtained from GSE113339 (Di Giammartino et al, 2019). (**F**) Overlap of 24 h DEGs with gene categories from an in vivo time course of pre-implantation embryonic development (Wu et al, 2016). Only genes that overlapped annotated categories were included. (**G**) Expression of 24 h DEGs at the indicated stages of in vivo development and mESCs. Only genes with an FPKM ≥10 in at least one sample type were included (*n* = 417 genes). In the boxplots in (**B**, **C**, **G**), the center line marks the median; the box hinge ranges mark the upper and lower quartiles; the upper and lower whiskers mark the lowest value within 1.5 times the interquartile range (IQR). Points outside 1.5 times the IQR are indicated as outlier points.

To understand the potential biological relevance of genes repressed by EHMT2 in mESCs, we performed a Gene Ontology (GO) analysis. This showed that non-ECORD 24 h DEG^UP^ were associated with developmental processes such as morphogenesis, neurogenesis, and organ development (Fig. 2D; Dataset EV5), which is consistent with the notion that EHMT2 functions in pluripotent cells to repress the premature expression of genes with regulatory roles during the post-implantation stages of development. This finding aligns with the embryonic lethality of EHMT2 KO mice during organogenesis (Tachibana et al, 2002; Tachibana et al, 2005). In contrast, ECORD DEGs were not associated with post-implantation development but were enriched for regulators of RNA localization and nuclear transport (Appendix Fig. S2E; Dataset EV5). We observed that ECORDs included genes known to become activated during zygotic genome activation (ZGA), such as *Zscan4* (Falco et al, 2007) (Fig. 2E) and *Obox* (Ji et al, 2023) loci. To further explore this, we compared our DEGs to a published dataset that characterized stage-specific transcripts during early mouse embryogenesis in vivo (Wu et al, 2016). Indeed, both 24 h and 7 days ECORD DEG^UP^ strongly overlapped with ZGA-associated transcripts, which in mouse embryos are expressed at the highest levels during the early 2-cell (minor ZGA) stage, concomitant with the onset of ZGA (Fig. 2F,G). Non-ECORD DEG^UP^ did not exhibit this pattern (Fig. 2G).

Together, these results support the notion that EHMT2 represses at least two broadly distinct categories of target gene loci in mouse pluripotent cells: clustered ECORD genes within heterochromatic regions, which are transiently activated during ZGA, and non-clustered, euchromatic loci encoding genes involved in later developmental stages.

### EHMT2 limits the entry rate of mESCs into a 2-cell-like transcriptional state in collaboration with other pathways

Cultures of mESCs can contain a small percentage of cells in a transient, 2-cell-like (2CLC) state characterized by the high-level expression of ZGA-associated genes such as *Zscan4* (Jia Yu and Guan, 2024; Nakatani and Torres-Padilla, 2023). Therefore, we hypothesized that the observed widespread upregulation of ZGA genes organized in ECORDs might reflect a change in the composition of our cell cultures, resulting in a higher percentage of 2CLCs. To enable dissecting the role of EHMT2 in controlling the emergence of 2CLCs and, ultimately, the control of ZGA-associated transcription, we generated EHMT2-dTAG mESC lines carrying destabilized, fast-folding TurboGFP reporters driven from murine endogenous retrovirus-L (MERVL) promoter elements (Ishiuchi et al, 2015) (“MERVL-GFP mESCs”) (Fig. 3A). The activation of MERVL repeats is a hallmark of ZGA whose visualization is an established approach to identifying 2CLCs in culture (Jia et al, 2024; Nakatani and Torres-Padilla, 2023). Furthermore, EHMT2 has been shown to repress MERVL elements in mESCs (Maksakova et al, 2013), a finding confirmed by our RNA-seq analysis of bulk cultures (see Appendix Fig. S1F,G). MERVL-GFP^+^ cells expressed the ZGA-associated, ECORD-encoded (Fig. 2E) transcription factor (TF) ZSCAN4 (Fig. 3B; Appendix Fig. S3A) and exhibited strongly reduced levels of the pluripotency-associated surface markers SSEA-1 and EpCAM (Polo et al, 2012) (Fig. 3C). Hereafter, we refer to MERVL-GFP^+^ cells as “2CLCs” and to MERVL-GFP^-^ cells as “mESCs”.

**Figure 3:**
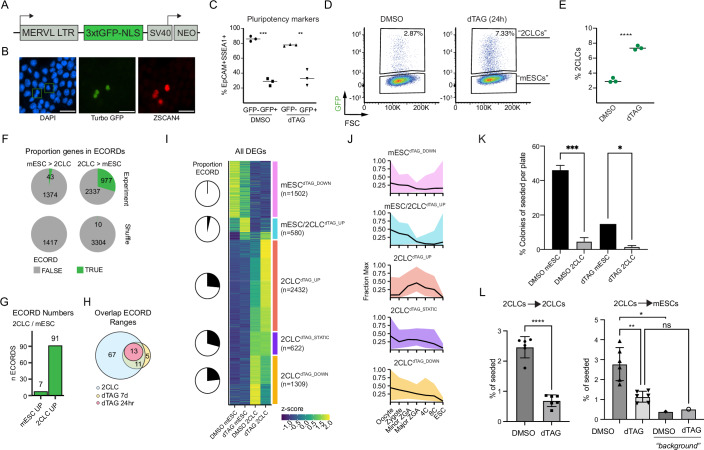
EHMT2 acts as a gatekeeper for entry into the 2-cell-like state. (**A**) Simplified schematic of the MERVL reporter construct used to generate MERVL-GFP mESCs. (**B**) Immunofluorescence image of a representative field showing co-expression of MERVL-GFP (green) and ZSCAN4 (red). DAPI staining is indicated in blue. Green boxes indicate co-expressing cells. (**C**) Percent co-expression of pluripotency-associated surface markers EpCAM and SSEA1 in mESC and 2CLC states after treatment with DMSO or dTAG, as measured by flow cytometry. **P < 0.01, ****P < 0.0001; unpaired *t* tests. *N* = 3 biological replicates. (**D**) FACS analysis of MERVL-GFP mESCs following 24 h DMSO or dTAG treatment. MERVL-GFP^+^ cells are referred to as “2-cell-like-cells (2CLC)” and MERVL GFP^-^ cells as “mESCs”. (**E**) Percentage of 2CLCs identified by flow cytometry after 24 h dTAG or DMSO treatment (*n* = 3 replicates). ****P < 0.0001; unpaired *t* test. *N* = 3 biological replicates. (**F**) Numbers of mESC-associated and 2CLC-associated DEGs in DMSO conditions that fall into ECORDs. (**G**) Number of ECORDs in DMSO mESCs and 2CLC. (**H**) Overlap of genomic ranges for ECORDs identified in bulk RNAseq (dTAG > DMSO) and ECORDs identified in sorted RNAseq (DMSO 2CLC > mESC). (**I**) K-medoids clustering of all 2CLC- and mESC-associated DEGs. The signal is z-scored by row. The proportion of genes in ECORDs is indicated for each cluster. (**J**) Expression (fraction max) trends of DEGs in different clusters during pre-implantation development (Wu et al, 2016). Only genes with an FPKM ≥ 10 in at least one sample type were included. The line indicates the median, while the upper and lower bounds of ribbons indicate the 25th and 75th percentiles. (**K**) Percentage of colonies formed per 96-well plate. Sorted cells were cultured in treatment media (DMSO or dTAG). *P < 0.05, ***P < 0.001; one-way ANOVA. Error bars represent the mean with SD (*N* = 2 biological replicates). (**L**) Quantification of the indicated lineage output of sorted 2CLCs derived in different media conditions after 24 h. *P < 0.05, **P < 0.01, ****P < 0.0001; unpaired *t* test (left panel) and one-way ANOVA (right panel). Error bars represent the mean with SD. *N* = 6 biological replicates. “Background” indicates the abundance of mESCs expected to arise due to the low-level impurities of sorted 2CLCs (see Appendix Fig. S3E). Source data are available online for this figure.

EHMT2 depletion for 24 h resulted in a significant increase (>2.5 fold) in the percentage of 2CLCs compared to DMSO cultures (7–8% in dTAG vs 2–3% in DMSO) (Fig. 3D,E). The increased abundance of 2CLCs in cultures treated with dTAG-13 reached statistical significance after 12 h (Appendix Fig. S3B) and continued to grow until 3 days, after which the abundance stalled concomitant with cell passaging (Appendix Fig. S3C). These observations suggest that acute EHMT2 depletion in mESCs facilitates entry into the 2CLC state. Still, cells do not continue to accumulate in this state due to an apparent growth disadvantage of 2CLCs in standard mESC culture conditions.

Recent studies have revealed several distinct cellular pathways whose manipulation can increase the abundance of 2CLCs in mESC cultures, including the inhibition of spliceosome activity (Shen et al, 2021) and retinoic acid receptor (RAR) signaling (Iturbide et al, 2021). To determine the functional interplay of these pathways with EHMT2 in modulating the mESC-to-2CLC transition, we depleted EHMT2 in MERVL-GFP mESC cultures in the presence or absence of the spliceosome inhibitor Pladienolide B (PB) or the RAR agonist TTNBP (TT). Treatment with either compound alone significantly increased the proportion of 2CLCs compared to DMSO controls (Appendix Fig. S3D), supporting the aforementioned prior findings. Concomitant administration of dTAG-13 further increased the percentage of 2CLCs in both instances (Appendix Fig. S3D), suggesting that EHMT2 activity is not affected by either treatment. We did not observe an increase in 2CLCs after treatment with two other compounds—the GSK3 inhibitor 1-Azakenpaullone and the kinase blocker WS6—used to establish cultures of cells resembling 2-cell embryos (Appendix Fig. S3D), suggesting that these compounds may not operate by facilitating the initial mESC-to-2CLC transition. While EHMT2 depletion and RAR activation were associated with minor changes in overall cell numbers, visual inspection suggested that spliceosome inhibition significantly reduced the number of viable cells in mESC cultures. This observation suggests that adverse selection driven by distinct metabolic requirements between mESCs and 2CLCs might partly explain the increased ratio of 2CLC cells observed upon spliceosome inhibition. In contrast, our results support that EHMT2 depletion increases the proportion of 2CLC cells in culture by facilitating the transition into the 2CLC state through a mechanism that is at least partially distinct from both retinoic acid signaling and spliceosome inhibition.

### EHMT2 has distinct gene-regulatory functions in 2CLCs and mESCs

The increased abundance of 2CLCs following EHMT2 depletion could explain the apparent upregulation of ECORDs and other ZGA-associated genes observed in the RNA-seq of bulk mESC cultures. However, our analysis cannot exclude that EHMT2 depletion introduces additional transcriptional changes in 2CLCs or mESCs. In addition, bulk cell analysis likely underestimates the actual number of ECORDs in the genome. To address these limitations, we used our MERVL-GFP/EHMT2-dTAG system to isolate highly pure (>95%) populations of 2CLCs and mESCs three days (3 days) after EHMT2 depletion (Appendix Fig. S3E) and performed RNA-seq (Appendix Fig. S3F). The comparison of DMSO-treated mESCs and 2CLCs revealed 3314 2CLC-associated transcripts and 1417 mESC-associated transcripts. A substantial proportion of 2CLC-associated genes were organized in ECORDs (977 of 3314 or 29.5%). In comparison, only 3% (43 of 1417) of mESC-enriched transcripts were clustered (Fig. 3F). Specifically, we identified a total of 91 ECORDs in 2CLCs (mean size 10.7 genes, range 5–66) but only seven ECORDs in mESCs (mean size 6.1 genes; range 5–8) (Fig. 3G; Appendix Fig. S3G,H) (Dataset EV2). The majority of ECORDs we had detected in bulk RNA-seq (13/13 24 h and 24/29 7 days after EHMT2 depletion, respectively) overlapped with 2CLC-specific ECORDs (Fig. 3H), demonstrating that ECORDs are a feature of 2CLCs but less so of mESCs. Of note, 2CLC-associated transcripts within ECORDs showed more robust differential expression between 2CLC and mESC and higher absolute expression levels in 2CLCs compared to non-ECORD genes (Appendix Fig. S3I,J), further supporting a strong association of ECORD activation and 2CLC identity. Of note, strong upregulation of 2CLC-associated transcripts in ECORDs, but not of transcripts outside of ECORDs, was evident in dTAG-treated purified mESCs (Appendix Fig. S3K), suggesting that derepression of ECORDs is an early event during entry into the 2CLC state driven by EHMT2 loss. Together, these observations establish that the coordinated activation of gene clusters is a defining and widespread feature of gene expression in both spontaneously arising 2CLCs and 2CLCs triggered by EHMT2 depletion.

To further characterize the impact of EHMT2 depletion on cell state-specific gene expression, we compared the transcriptome of purified mESCs and 2CLCs under both DMSO and dTAG-13 conditions. K-medoid clustering of all genes differentially expressed in at least one pairwise comparison (*n* = 5784 genes) defined five larger gene groups with distinct trends of transcriptional change in response to EHMT2 loss. Most prominently, we observed a large group of 2CLC-associated genes that were further upregulated in 2CLCs upon dTAG-13 treatment, many of them strongly (“2CLC^dTAG_UP”^) (Fig. 3I). Smaller groups of 2CLC-associated transcripts were either weakly downregulated (“2CLC^dTAG_DOWN”^) or remained unaffected (“2CLC^dTAG_STATIC”^). All three groups of 2CLC-associated DEGs showed a similar enrichment for ECORDs (~25% of genes) (Fig. 3I), suggesting subtle differences in the transcriptional regulation of ECORDs downstream of EHMT2 depletion. We further observed a group of mESC-associated genes that were weakly downregulated upon EHMT2 depletion (“mESC^dTAG_DOWN”^) and a group of genes upregulated in both cell types, albeit stronger in mESCs (“mESC/2CLC^dTAG_UP”^) (Fig. 3I). Neither of these two groups showed enrichment for ECORDs, with those assigned to mESC/2CLC^dTAG_UP^ representing the rare ECORDs comprised of mESC-associated genes (Dataset EV2). These results show that, in addition to facilitating the mESC-to-2CLC transition, EHMT2 depletion also affects the gene expression of both mESCs and 2CLCs.

To gauge the potential biological relevance of the impact of EHMT2 depletion on 2CLC gene expression beyond facilitating the mESCs-to-2CLCs transition, we determined the expression kinetics of our gene groups in early mouse embryos and mESCs using published in vivo RNA-seq data (Wu et al, 2016). This revealed that 2CLC^dTAG_UP^ DEGs, but neither of the other two 2CLC-associated gene groups, were upregulated explicitly in 2-cell embryos at the time of ZGA (Fig. 3J). Both groups of mESC-associated DEGs showed no apparent upregulation at any stage assessed, consistent with the notion that they predominantly comprise genes expressed at later stages of development (Fig. 3J). This analysis suggests that EHMT2 depletion, in addition to facilitating the conversion of mESC into the 2CLC state, further solidifies a transcriptional program in 2CLCs that more closely resembles the developmental stage of ZGA.

To determine how EHMT2 depletion might impact the documented but poorly characterized ability of 2CLCs to return to a naive pluripotent state (Macfarlan et al, 2012), we conducted single-cell seeding experiments using purified 2CLCs and mESCs 72 h after EHMT2 depletion, as well as control cells. Sorted cells were allowed to grow in their respective treatment media. Quantification 5 days later revealed occasional mESCs colonies after seeding DMSO-treated 2CLCs, supporting the idea that these cells can revert to a pluripotent state in the presence of EHMT2 at low efficiency (Fig. 3K). In contrast, we observed virtually no colonies with naive pluripotent cell morphology in wells seeded with 2CLCs lacking EHMT2 (Fig. 3K). We confirmed this observation with 2CLCs that experienced EHMT2 depletion, but then were cultured without dTAG (Appendix Fig. S3L). We also observed a reduction in the seeding efficiency of mESCs exposed to dTAG-13 compared to control mESCs (Fig. 3K), possibly reflecting impaired self-renewal of mESCs caused by an increased propensity of these cells to transit into 2CLCs. To further determine the fate of 2CLCs, we re-analyzed the purified cells 24 h after sorting (Fig. 3L; Appendix Fig. S3M). This revealed that EHMT2-depleted 2CLCs generated even fewer progeny— both 2CLCs and mESCs—than spontaneously forming 2CLCs (Fig. 3L). In line with their overall poor retention in culture, both dTAG- and DMSO-treated 2CLCs exhibited significantly elevated levels of the apoptosis marker Annexin V compared to mESCs (Appendix Fig. S3N). Together, these observations suggest that EHMT2-depleted 2CLCs do not stably retain a 2CLC identity—at least under standard mESC conditions—but exhibit evidence of elevated molecular stress that may result in cell death via a non-apoptotic mechanism and counteract the reversal of 2CLCs to a mESC state.

### EHMT2 genome occupancy in mESCs occurs at TEs within H3K9me2 domains

Our transcriptional profiling has shown that EHMT2 represses genes both inside ECORDs (sensitive in 2CLCs) and outside of ECORDs (sensitive in 2CLCs or mESCs) (Fig. 3I). To understand if EHMT2 regulates these genes directly, we conducted ChIP-seq experiments in EHMT2::dTAG mESCs (*n* = 2 lines) with antibodies against the HA tag incorporated in our degron allele (see Fig. 1A). Unlike most TFs, chromatin regulators such as EHMT2 do not directly engage with DNA, complicating reliable pulldown during ChIP-seq. Therefore, we also applied anti-HA ChIP-exo (Rossi Lai and Pugh, 2018), an alternative method for mapping the genome occupancy of transcriptional regulators at high resolution, spanning both euchromatic and heterochromatic regions (Skene and Henikoff, 2017). ChIP-seq and ChIP-exo replicates clustered together, demonstrating the reproducibility of our results and suggesting differences between the two assays (Appendix Fig. S4A). For downstream analysis, we implemented an alignment strategy that utilizes the STAR aligner to assign multimapping reads to their optimal genomic location (Teissandier et al, 2019). STAR increased the proportion of reads over genomic repeats, particularly for ChIP-exo (Appendix Fig. S4B), enabling the identification of peaks that would have otherwise been missed (Appendix Fig. S4C,D).

In total, we detected 12,266 EHMT2 peaks with ChIP-seq and 13,675 peaks with ChIP-exo. We observed that only a minority (~20%) of EHMT2 peaks were identified with both methods (Appendix Fig. S4E) (Dataset EV4). While the reasons for this discrepancy require further investigation, we surmise that the high signal-to-noise ratio of ChIP-exo (Rhee and Pugh, 2011) may allow the detection of weak binding events. At the same time, the more extensive fixation during ChIP-seq may stabilize EHMT2 binding away from DNA. To probe for evidence of EHMT2 activity in the vicinity of EHMT2 peaks, we conducted Ultra Low Input Native ChIP-seq (ULI-NChIP) (Brind’Amour et al, 2015; Brind’Amour and Lorincz, 2022) against the H3K9me2 mark in bulk mESC cultures. This revealed enrichment of H3K9me2 around the EHMT2 peak summits identified by either method, with the signal strengths in H3K9me2 and EHMT2 datasets generally correlating with one another (Appendix Fig. S4E). We also conducted HA ChIP-seq 24 h after EHMT2 depletion, which resulted in significantly reduced signal intensity across all peaks detected in cells expressing EHMT2 (Appendix Fig. S4E). Together, these observations support the reliability of our genome occupancy data and suggest that a combination of orthogonal ChIP methods might be required to detect the entire repertoire of target sites bound by chromatin regulators.

A high percentage of EHMT2 binding occurred at transposable elements (Fig. 4A), with EHMT2 peaks detected with both ChIP-exo and ChIP-seq approaching the binding frequency (>90%) observed for TRIM28, a key repressor of endogenous retroviruses in mESCs (Rowe et al, 2010) (Fig. 4A; Appendix Fig. S4F). EHMT2 binding to repeats significantly surpassed the numbers expected by chance or observed for pluripotency-associated transcription factors such as OCT4 and KLF4, or the reported EHMT2 recruiters WIZ (Bian Chen and Yu, 2015) and ZFP462 (Yelagandula et al, 2023) by ChIP-seq processed through the same pipeline (Fig. 4A; Appendix Fig. S4F). EHMT2 binding was widespread at LINE elements (for shared and Exo-specific peaks) and LTR elements (for ChIP-specific peaks) (Appendix Fig. S4G), suggesting a possible involvement of these elements in recruiting EHMT2 to specific gene-regulatory circuits.

**Figure 4:**
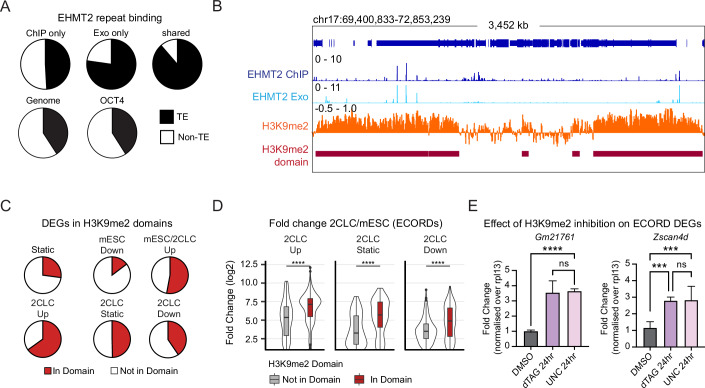
H3K9me2 domains repress ECORD expression. (**A**) Proportion of indicated ChIP peaks that overlap repetitive (TE) elements. Proportion was calculated at the base pair level. (**B**) Example of EHMT2 binding and H3K9me2 signal inside and outside H3K9me2 domains. (**C**) Proportion of indicated DEG clusters (2CLC vs mESC) and control genes (“static”) that overlap H3K9me2 domains. (**D**) Log2 Fold Changes (LFC) of DEGs in ECORDs split by whether they overlap an H3K9me2 domain. ****P < 0.0001; unpaired, two-sided, Wilcoxon rank-sum test with Bonferroni correction. Boxplots are defined in Fig. 2. (**E**) qPCR of the ECORD genes *Gm21761* and *Zscan4d* after treatment with the H3K9me2 inhibitor UNC0638. **P < 0.01, ****P < 0.0001; one-way ANOVA. Error bars represent the mean with SD. *N* = 3 biological replicates measured in duplicate. Exact *P* values for (**D**, **E**) are listed in Dataset EV6. Source data are available online for this figure.

EHMT2 can repress genes by nucleating heterochromatin domains that spread across the linear genome until TAD boundaries limit their expansion (Fukuda et al, 2021; Yan et al, 2020). Consequently, individual EHMT2 binding sites do not necessarily need to overlap their transcriptional targets to exert their repressive role. To investigate the relationship between EHMT2 binding and gene expression, we called H3K9me2 domains using our ULI-NChIP data, which documented that most EHMT2 binding sites were found within H3K9me2 domains (Fig. 4B; Appendix Fig. S4H). When integrating RNA-seq and ULI-NChIP-seq data, we observed that genes upregulated upon EHMT2 depletion were more commonly located in H3K9me2 domains compared to static genes or genes that were downregulated (Fig. 4C). This was true of both 2CLC-associated and mESC-associated genes (Fig. 4C) but was particularly evident for 2CLC^dTAG_UP^ DEGs in ECORDs (Appendix Fig. S4I). In addition, 2CLC-associated genes within H3K9me2 domains experienced more pronounced upregulation during the mESC-to-2CLC transition (Fig. 4D) and were also upregulated upon enzymatic inhibition of EHMT2 (Fig. 4E). EHMT2 inhibition and depletion resulted in similar increases in the abundance of 2CLCs, supporting the significance of the enzymatic activity of EHMT2 in this context (Appendix Fig. S4J). These observations underscore the importance of EHMT2-regulated H3K9me2 domains for ECORD repression and demonstrate that the enzymatic activity of EHMT2 is key to its role in suppressing the mESC-to-2CLC transition. Overall, these observations support that the repressive function of the observed H3K9me2 domains is dependent on EHMT2 and show that this repression is overcome when cells enter the 2CLC state. In addition, they suggest a possible role of TEs—particularly LINEs and LTRs—in EHMT2-mediated gene repression and the establishment of H3K9me2 domains in specific genomic regions.

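ATAC-seq, in which the transposase Tn5 cuts accessible DNA and tags its ends, was performed on EHMT2-dTAG mESCs, whose endogenous EHMT2 carries a degron tag for depletion with dTAG-13. These cells received the vehicle DMSO for 24 h, so EHMT2 was present. Cells of 2 independent clones served as replicates, with 50000 cells each. The authors trimmed the reads and aligned them to mm10 with STAR, which wrote each read that matched several locations at 1 best location, with ties placed at random. They removed duplicates and reads in ENCODE High Signal Regions, shifted the fragments to the Tn5 cut position and called peaks with MACS2. The deposited list analysed here was called on both clones merged, so its values carry no spread between replicates, and the library sizes were not analysed here. The list holds 116782 peaks with a median width of 589 bp, and these cover 2.94% of the sequenced bases of chromosomes 1 to 19, X and Y. For each peak, the authors give the fold enrichment of the fragment pileup at the summit over the local background, with 1 added to each, and a −log10 q-value. Fold enrichment had a median of 3.98 and quartiles of 3.24 and 6.01. The lowest −log10 q-value was 1.30, which is the q-value threshold of 0.05, and the median was 3.22. MACS2 derives both values from the number of fragments over the summit, so this number could be calculated back from the fold enrichment and the p-value, and it came out whole for 116777 peaks. The median peak had 9 fragments over its summit, with quartiles of 7 and 17 and a minimum of 6, so many peaks rest on few fragments. Requiring a −log10 q-value of at least 10 left 25977 peaks, the only alternative tried for this number. Peaks in repeats depend on the random placement of reads that match several copies equally well.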

To gain insight into potential distinct regulatory mechanisms of EHMT2 inside and outside of ECORDs, as well as to identify possible EHMT2 co-factors or antagonists, we analyzed our combined EHMT2 ChIP peaks together with published and in-house ChIP-seq data of candidate chromatin-associated trans-acting factors (DPPA2/4, ZFP462, TRIM28, WIZ), pluripotency-associated TFs (OCT4, KLF4), and chromatin features that mark active regions of the genome (H3K27ac, ATAC-seq). We also integrated our H3K9me2 ULI-NChIP data from bulk mESC cultures.

K-means clustering (Fig. 5A; Dataset EV4) revealed four distinct categories of EHMT2 peaks predominantly defined by the mutually exclusive presence of either the zinc finger TF ZFP462, previously suggested to direct EHMT2 in mESCs towards germ layer-associated genes for repression (Yelagandula et al, 2023), and the heterodimeric TFs DPPA2/4, previously shown to be required for the activation of ZGA-associated transcripts in mESCs (De Iaco et al, 2019). Thus, K1 EHMT2 peaks were detected by both ChIP-seq and ChIP-exo, exhibiting strong binding of DPPA2/4, TRIM28, and WIZ, as well as strong H3K27ac, ATAC-seq signals, and a strong H3K9me2 enrichment around the peak and the surrounding genomic window. 

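For the EHMT2 sites of Dataset EV4, the copy used here is shortened to 1999 of the 21845 rows, of which 1815 lie on chromosome 1. No share of sites and no test was therefore computed over it. Instead, the 5 sites on chromosome 1 with the highest mean EHMT2 signal in each cluster were looked up one by one, and an ATAC-seq peak was counted when it overlapped the 250 bp on either side of the EHMT2 summit. All 5 K1 sites had an ATAC-seq peak. The K1 site with the highest signal spans 187392738 to 187394258 on chromosome 1 of mm10, lies between annotated genes and overlaps an ATAC-seq peak from 187392806 to 187394240. This peak had a fold enrichment of 8.67 and a −log10 q-value of 30.3, and its summit at 187393257 was 49 bp from the EHMT2 summit. The reference sequence from 187393178 to 187393238, centred on the EHMT2 summit, is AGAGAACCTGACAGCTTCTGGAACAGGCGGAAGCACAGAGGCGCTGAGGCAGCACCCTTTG. Fold enrichment was highest, at 10.4, at the K1 site from 17388950 to 17390119, and lowest, at 7.45, at the site from 4559702 to 4561513. The sites from 52399442 to 52401213 and from 94728093 to 94729886 had fold enrichments of 9.39 and 9.74. All 5 sites lie between genes of GENCODE, and −log10 q-values ranged from 25.4 to 38.4. The 501 bp around each EHMT2 summit were 100% repeat-masked and had between 6052 and 7855 other matches in mm10 with at least 90% identity over at least 50% of their length. With at least 98% identity, between 821 and 1614 matches remained. The fragments counted at one such site can therefore stem from other copies. Each match is 1 alignment, and alignments were not merged, so the matches can outnumber the copies. At 5 K1 sites of chromosome 1 drawn at random, all 5 had a peak, with fold enrichments from 9.56 to 15.1. From the heatmaps of ATAC-seq signal around the EHMT2 summits in Fig. 5A, the paper describes K1 as a category with strong ATAC-seq signal.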

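Each of the 5 K2 sites with the highest EHMT2 signal on chromosome 1 also had an ATAC-seq peak. At the first, from 165526561 to 165528313 in an intron of *Adcy10*, fold enrichment was 7.63. The site from 120993590 to 120995020, between genes, had a fold enrichment of 14.8 and the highest −log10 q-value of the 5, 74.1. Further K2 sites lie in an intron of *Pkhd1* from 20283350 to 20285172, with a fold enrichment of 9.71, and in an intron of *Adgrb3* from 25590858 to 25591487, with a fold enrichment of 14.6. The median fold enrichment was 9.71 at the 5 K2 sites and 9.39 at the K1 sites, and the values of both clusters overlapped. At 5 K2 sites drawn at random, the median was 8.53, below the 10.5 of the random K1 sites, again with overlapping values. As the list pools both clones, none of these differences can be set against a spread between replicates. The windows around the K2 summits were also fully repeat-masked and had from 2519 to 6054 other matches in the genome. With at least 98% identity, from 30 to 1891 matches remained, with 30 at the site from 120993590 to 120995020.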

K2 was similar to K1 with globally lower occupancy levels of all factors and weaker H3K27ac and ATAC-seq signals but comparable H3K9me2 levels. More than 85% of K1 and K2 sites localized to H3K9me2 domains (Appendix Fig. S5A) and occurred almost exclusively at TEs with a striking enrichment for LINE elements (Fig. 5B). 

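Among the 5 K3 sites on chromosome 1 with the highest EHMT2 signal, 4 had an ATAC-seq peak. Fold enrichment was 3.19 at the site from 125132308 to 125132819, 6.47 at the site from 39727696 to 39728285, 8.71 at the site from 162270121 to 162270575 in an intron of *Dnm3*, and 20.0 at the site from 44903560 to 44903895. No peak lay within 3677 bp of the summit of the fifth site, from 124967814 to 124968170. In contrast, 5 K3 sites drawn at random from chromosome 1 had 0 ATAC-seq peaks. With 5 sites in each choice, this difference was not tested. Requiring a −log10 q-value of at least 10 left 2 of the 5 K3 sites of highest signal with a peak. The windows around the 5 summits were at least 92.4% repeat-masked and had from 2257 to 26879 other matches in the genome. With at least 98% identity, from 0 to 3190 matches remained, with 0 at the site from 39727696 to 39728285. In K4, 2 of the 5 sites with the highest EHMT2 signal had a peak, while all 5 K4 sites drawn at random did, with fold enrichments from 7.10 to 16.1. The K4 site with the highest signal, from 82724149 to 82725056, lies in an exon of the noncoding transcript C430014B12Rik, 401 bp from the start of this gene, and its peak had a fold enrichment of 20.4 and a −log10 q-value of 88.0. The other peak, at the site from 85929524 to 85930069 in an exon of 4933407L21Rik, had a fold enrichment of 3.24 with 6 fragments over its summit. The nearest peak was 1383 bp from the EHMT2 summit at the site from 180871739 to 180872805, 1857 bp at the site from 75253367 to 75254289 in an intron of *Ptprn*, and 2955 bp at the site from 36767453 to 36767905 in an intron of *Zap70*. With a window of 2000 bp on either side, the width of the heatmaps, 4 of these 5 K4 sites had a peak. None of the 5 K4 windows had another match in the genome with at least 90% identity over at least 50% of its length.

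**Figure D1:**
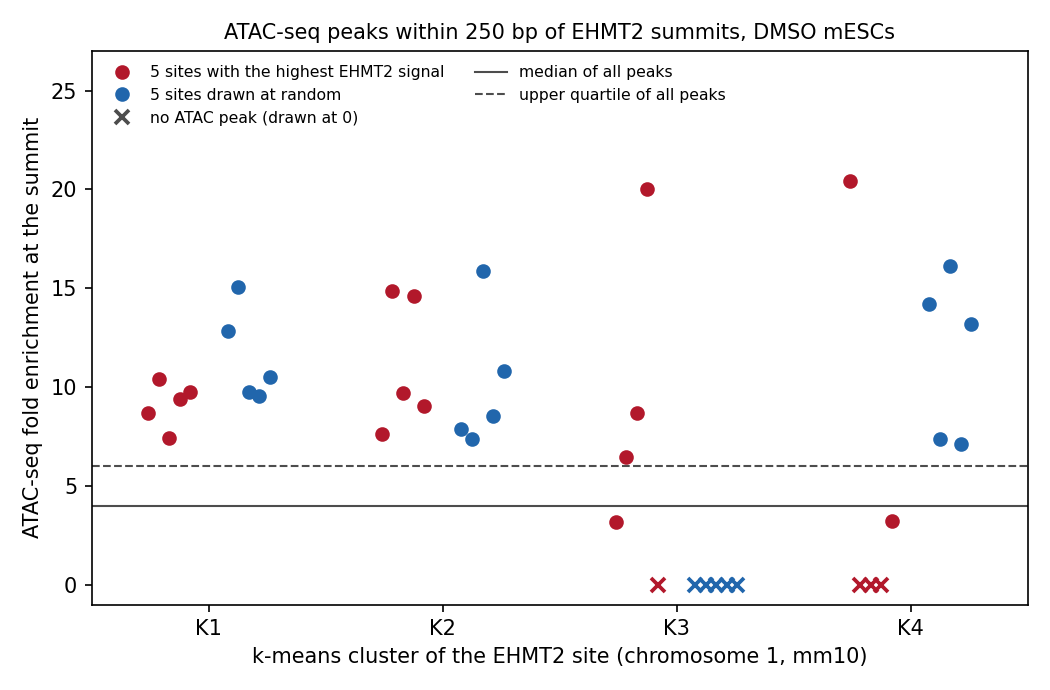
Fold enrichment at the summit of the ATAC-seq peak within 250 bp of EHMT2 summits on chromosome 1, for the 5 sites of highest EHMT2 signal (red) and 5 sites drawn at random (blue) in each of K1 to K4. Each symbol is one site of the pooled peak list, crosses at 0 mark sites without a peak, and the lines mark the median (3.98) and the upper quartile (6.01) of all peaks; all K1 and K2 points lie above the upper quartile, and all 5 random K3 sites lack a peak.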

K3 peaks were primarily detected by ChIP-exo and showed no association with any of the tested TFs (Fig. 5A) but were robustly marked by H3K9me2 and preferentially localized to H3K9me2 domains (Appendix Fig. S5A); K4 peaks were predominantly detected by ChIP-seq, featured binding of ZFP462 and pluripotency-associated factors, and exhibited strong H3K27ac and ATAC-seq signals in a pattern characteristic of active enhancers and promoters (Fig. 5A). K4 sites were enriched for LTRs but depleted for LINEs (Fig. 5B). Although K4 sites exhibited a local enrichment of H3K9me2 signal around the EHMT2 peak summit (Fig. 5A), they showed only weak overlap with H3K9me2 domains relative to the genome (Appendix Fig. S5A). ChromHMM analysis revealed heterochromatic features at K1/K2 and euchromatic features at K4, with K3 occupying an intermediate state (Appendix Fig. S5B). Notably, weak enhancer features were observed across all peak categories (Appendix Fig. S5B), possibly suggesting that context-dependent activation ability is a commonality among EHMT2-bound sites. Additionally, the plurality of binding sites in all four clusters was localized to gene bodies and intergenic sites (Appendix Fig. S5C), consistent with a predominantly promoter-distal gene-regulatory function of EHMT2. Overall, our k-means clustering identifies distinct categories of EHMT2 binding sites with unique chromatin features, suggesting they may have different gene-regulatory functions.

**Figure 5:**
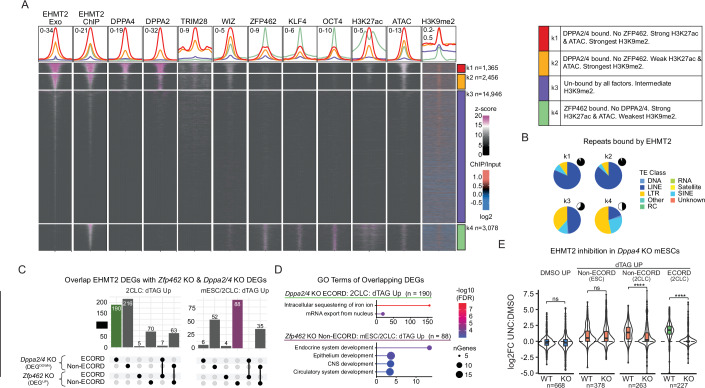
EHMT2 binding suggests locus-specific modes of gene regulation. (**A**) k-means clustering of EHMT2 ChIP-Exo and ChIP-seq signal in bulk mESCs with putative co-factors and factors of interest (for a list of datasets used, see Dataset EV6). Clustering was performed on a union set of ChIP-Exo and ChIP peaks. Heatmaps are +/− 2 kb from the EHMT2 peak summit, except for H3K9me2, which is +/− 50 kb. For peaks called in both Exo and ChIP, the midpoint of the summits was used instead. Z-score values apply to all columns except for H3K9me2, which is represented as ChIP/input. A summary of the properties of EHMT2 k-means clusters is included on the right. (**B**) Classes of repetitive elements (TEs) that EHMT2 binds. Pie-chart insets indicate the fraction of each peak category that overlaps a repeat. (**C**) Overlap of DEGs with genes downregulated in mESCs upon KO of either *Dppa2* or *Dppa4* (GSE126920) (De Iaco et al, 2019) or upregulated upon *Zfp462* KO (GSE176321) (Yelagandula et al, 2023). The UpSet plots, located below the bar graphs, define the gene categories represented in each column. (**D**) GO Terms of DEG categories highlighted in (**D**). (**E**) RNA-seq log2 Fold Changes (log2FC) of 7 days EHMT2-dTAG DEGs in *Dppa4* KO or parental J1 (WT) mESCs after culture in the presence of the EHMT2 inhibitor UNC0638 (UNC) or DMSO. Gene categories (ECORD/Non-ECORD, mESC, and 2CLC) were defined by their behavior in the 2CLC/mESC RNA-seq analysis (see Fig. 3). The numbers of genes in each category are indicated. ****P < 0.0001 with one-way ANOVA. Exact *P* values are listed in Dataset EV6. Boxplots are defined in Fig. 2. Source data are available online for this figure.

To determine how genes transcriptionally affected by EHMT2 depletion associate with distinct EHMT2 binding modes, we integrated our ChIP categories with our RNA-seq DEGs (as defined in Fig. 3I). This revealed a pronounced over-representation of K1/K2 (bound by DPPA2/4s) and K3 (bound by none of the tested co-factors) peaks at 2CLC^dTAG_UP^ DEGs, which was evident at gene loci both inside and outside of ECORDs (Appendix Fig. S5D,E). In contrast, K4 peaks (bound by ZFP462) were overrepresented around mESC/2CLC^dTAG_UP^ genes outside ECORDs (Appendix Fig. S5D,E). This suggested potentially distinct functions of DPPA2/4 and ZFP462 in regulating specific subsets of EHMT2 target loci. In line with this observation, many 2CLC^dTAG_UP^ DEGs were downregulated in DPPA2/4 KO mESCs but remained largely unaffected by KO of ZFP462 (Fig. 5C). This difference was particularly pronounced for 2CLC^dTAG_UP^genes within ECORDs (Fig. 5C). In contrast, mESC/2CLC^dTAG_UP^ DEGs, which predominantly localize outside of ECORDs, were more sensitive to the loss of ZFP462 and experienced upregulation in mESCs lacking this TF (Fig. 5C). A small fraction of these genes was downregulated in DPPA2/4 KO mESCs (Fig. 5C), suggesting a higher degree of regulatory heterogeneity for mESC/2CLC^dTAG_UP^ DEGs than for ECORDs. Functionally, 2CLC^dTAG_UP^ DEGs downregulated in DPPA2/4 KO were enriched for GO Terms related to iron and mRNA metabolism (Fig. 5D; Dataset EV5). At the same time, mESC/2CLC^dTAG_UP^ DEGs upregulated upon ZFP462 KO were enriched for GO terms related to organogenesis, such as nervous and circulatory system development (Fig. 5D; Dataset EV5). These observations suggest distinct biological functions of ZFP462-controlled and DPPA2/4-controlled transcriptional programs.

We further investigated the requirement of DPPA2/4 for the activation of EHMT2-repressed genes. To do so, we exposed DPPA4 KO and parental J1 mESCs to UNC0638, as our prior results had shown that the enzymatic activity of EHMT2 is required for ECORD repression and to counteract the mESC-to-2CLC transition (Fig. 4E; Appendix Fig. S4J). RNA-seq analysis revealed that mESC-associated EHMT2 targets were still upregulated upon EHMT2 inhibition in DPPA4 KO mESCs (Fig. 5E). In contrast, these cells failed to upregulate 2CLC-associated EHMT2 targets inside and outside of ECORDs (Fig. 5E), even though high sample-to-sample variability limited the reliable identification of DEGs (Dataset EV2). These observations demonstrate that the loss of EHMT2 is insufficient for the derepression of ECORDs and other 2CLC-associated genes in the absence of DPPA4.

Together, our analyses suggest that EHMT2 binding in ESCs represses two broadly distinct categories of genes: (1) genes normally active later during development are repressed by ZFP462 acting as a co-factor for EHMT2, and (2) genes active during ZGA whose expression in 2CLCs requires DPPA2/4 and is antagonized by EHMT2. A significant fraction of the latter is organized in ECORDs.

### EHMT2 regulates the 2-cell-like state, in part, by antagonizing DPPA2/4 binding and activity

Our analysis has shown that antagonism between EHMT2-mediated repression and DPPA2/4-mediated activation is involved in determining the expression status of ECORDs and, thus, the rate of the mESC-to-2CLC transition. Since *Dppa4* is expressed in both mESCs and 2CLCs (Appendix Fig. S6A; Dataset EV4), we hypothesized that EHMT2 in mESCs might antagonize DPPA2/4 binding or activity within ECORDs. To test this model, we performed CUT&RUN (Skene and Henikoff, 2017) for the endogenous DPPA4 protein in purified mESCs (MERVL−) and 2CLCs (MERVL + )(Appendix Fig. S6B). We did that in the context of EHMT2 depletion (dTAG-13 treatment) to obtain sufficient numbers of 2CLCs for analysis. This revealed that DPPA4 bound extensively throughout the genome (a total of 42,648 sites) and exhibited high dynamicity between mESCs and 2CLCs, with more than 50% of binding sites being specific to either stage (Appendix Fig. S6C; Dataset EV4). Consistent with our observations with other TFs (Di Giammartino et al, 2019), binding sites common to both cell types were enriched for promoters, while developmental stage-specific sites tended to overlap introns or intergenic sites (Appendix Fig. S6D). Compared to the genome-wide binding of DPPA4, which occurred primarily at sites either specific to mESCs or shared between mESCs and 2CLCs (Appendix Fig. S6C), DPPA4 binding sites at ECORDs were more frequently 2CLC-specific (Fig. 6A). This suggests that the derepression of ECORDs during the transition from mESCs to 2CLCs may be regulated in part by the redistribution of DPPA4 to newly accessible sites.

**Figure 6:**
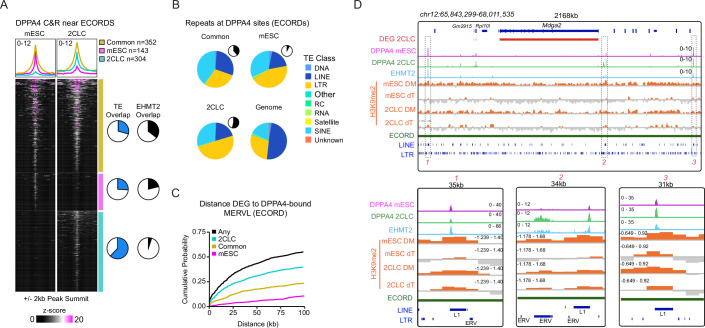
EHMT2 antagonizes DPPA2/4 function at ECORDs. (**A**) DPPA4 C&R signal (+/− 2kb of peak summits) around peaks associated with ECORDs. ECORD-associated peaks were identified by assigning DPPA4 peaks to the nearest expressed gene. For common peaks, the mid-point of the summits was used. (**B**) Classes of repetitive elements (TEs) that DPPA4 binds. Pie chart insets indicate the fraction of all peaks that each category represents. Boxplots are defined in Fig. 2. (**C**) Distance of ECORD genes to the nearest DPPA4-bound MERVL element. For this analysis, all DPPA4 peaks were used. MERVL: “ERVL” and “ERVL-MaLR” repeat families. (**D**) Browser shots of EHMT2 ChIP-Exo, DPPA4 C&R, and H3K9me2 ChIP (DM-DMSO, dT-dTAG treated (top). Bottom: Zoomed-in views of highlighted regions 1, 2, and 3 (dashed boxes).

What are 2CLC-specific DPPA4 binding sites? 2CLC-specific DPPA4 binding near ECORDs frequently overlapped TEs (Fig. 6A) with enrichment for LTRs (Fig. 6B; Appendix Fig. S6E) and in particular MERVL elements (Appendix Fig. S6F). MERVL elements are active in 2CLCs and have been suggested to act as alternative transcription start sites or enhancers (Zhang et al, 2019) that can increase the expression of nearby genes (Fort et al, 2014; Macfarlan et al, 2012). Consistent with a positive gene-regulatory function in 2CLCs, 2CLC-specific DPPA4-bound MERVLs were located more proximally to ECORD DEGs when compared to common or mESC-specific sites (Fig. 6C,D).

We hypothesized that EHMT2 in mESCs might directly antagonize DPPA4 binding by occupying its binding sites and displacing DPPA4, a notion supported by the reported role of EHMT2 in suppressing MERVL expression (Maksakova et al, 2013). In contrast to these expectations, though, very few (<5%) 2CLC-specific DPPA4 sites were occupied by EHMT2 in mESCs, which argues against our hypothesis of EHMT2 directly acting on these sites (Fig. 6A; Appendix Fig. S6C). To establish the relationship between EHMT2, DPPA4, and ECORD activation, we next used ULI-NCHiP to assay H3K9me2 in purified mESCs and 2CLCs (Appendix Fig. S7A), which revealed globally similar levels of H3K9me2 in both cell types that were reduced by about 40–50% by EHMT2 depletion (Appendix Fig. S7B,C). In these experiments, we utilized the RAR agonist TTNBP (TT) to obtain sufficient numbers of viable 2CLCs (see also Appendix Fig. S3D). Importantly, analysis by flow cytometry revealed changes in global H3K9me2 levels between mESCs and 2CLCs in the absence or presence of TT (Appendix Fig. S7D). At the level of EHMT2 targets, we observed the highest H3K9me2 levels in mESCs at 2CLC-associated ECORDs (Fig. 7A; Appendix Fig. S7E), followed by other 2CLC-associated genes and mESC-associated loci repressed by EHMT2 (Fig. 7A). Despite the lack of direct EHMT2 binding, 2CLC-specific DPPA4 binding sites were strongly marked by H3K9me2 (Fig. 7B; Appendix Fig. S7F) and localized to H3K9me2 domains (Fig. 7C). This indicates that distal EHMT2 binding may initiate the formation of H3K9me2 domains that spread through ECORDs, thereby occluding DPPA4 binding sites at MERVLs proximal to 2CLC genes. We observed that EHMT2 binding sites nearest to DPPA4-bound MERVLs overlapped LINE-1 elements (Appendix Fig. S7G) and that EHMT2-bound LINE-1 in mESCs were characterized by significantly elevated H3K9me2 levels that extended from the EHMT2 peak into their genomic vicinity (Fig. 7D). These LINE-1 sites bound by EHMT2 localized in more gene distal positions than 2CLC-specific DPPA4 sites (Fig. 6D) and comprised predominantly full-length L1Md_T/A subtypes (Appendix Fig. S7H). At ECORDs, EHMT2-bound L1s—but not other sites bound by EHMT2—were strongly enriched near gene-proximal MERVLs bound by DPPA4 in 2CLCs. In contrast, we found no enrichment for EHMT2-bound L1s at 2CLC-specific DPPA4 sites near DEGs outside of ECORDs (Appendix Fig. S7G). Many of these L1s were also bound by DPPA4 (Fig. 6D). These observations suggest that EHMT2-bound L1s play a regulatory role during the silencing of ECORDs in mESCs and their DPPA4-mediated reactivation during the mESC-to-2CLC transition.

**Figure 7:**
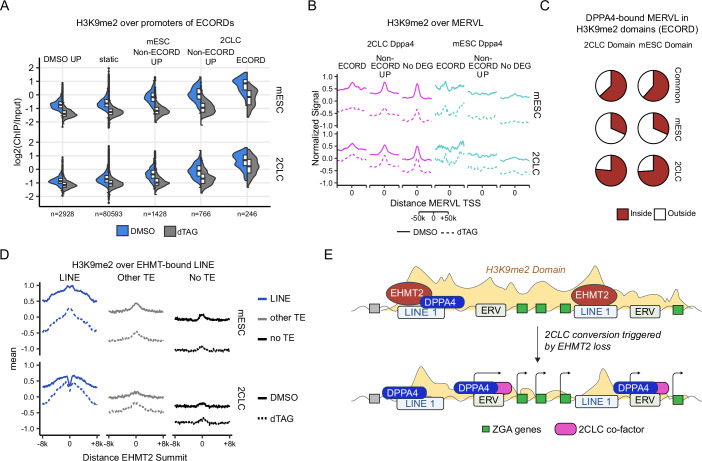
Evidence for a regulatory role of EHMT2-bound L1s for ECORD expression. (**A**) H3K9me2 signal in mESCs and 2CLCs (DMSO, dTAG) over gene promoters (TSS) of 7 days dTAG genes. Gene categories (ECORD/Non-ECORD, mESC, and 2CLC) were defined by their behavior in 2CLC/mESC RNAseq, as in Fig. 3I. Three biological replicates were used. The TSSs of all expressed genes (*n* = 86,064) were used and categorized as indicated. (**B**) Average signal plots of H3K9me2 signal around the promoters (TSS) of DPPA4-bound MERVLs in DMSO- (solid line) or dTAG- (dotted line) treated mESCs (top) and 2CLCs (bottom), distinguishing between MERVLs bound only in 2CLCs (purple) or only in mESCs (cyan). MERVLs were assigned to genes using H3K9me2 domains. (**C**) Proportion of DPPA4-bound MERVL peaks that are in H3K9me2 domains. (**D**) Average signal plots of H3K9me2 signal in mESCs and 2CLC (DMSO, dTAG) around EHMT2 peak summits, split by whether the EHMT2 peak overlaps an L1 LINE, a different type of repeat (other TE), or no repeat (no TE). (**E**) Model of EHMT2 regulation of ECORDs. For all plots, the H3K9me2 signal is ChIP/Input-normalized and then multiplied by an additional scaling factor to account for global differences in H3K9me2 levels (see “Methods”).

Of note, 2CLC-associated EHMT2 targets (Fig. 7; Appendix Fig. S7E) and MERVLs (Fig. 7B) only exhibited moderately reduced levels of H3K9me2 in spontaneously arising 2CLCs compared to mESCs. Accordingly, the enzymes regulating H3K9me2 levels (including *Ehmt2*) are expressed at similar levels in mESCs and 2CLCs (Appendix Fig. S6A). This is in stark contrast to mouse embryos at the 2-cell stage, which express significantly lower levels of *Ehmt2* than mESCs (Appendix Fig. S6A) and have been shown to exhibit a low abundance of H3K9me2 (Deng et al, 2020; Zylicz et al, 2018). Nevertheless, EHMT2-bound L1s experienced a pronounced drop of H3K9me2 levels in 2CLCs centered around the site of EHMT2 binding (Fig. 7D). EHMT2 depletion resulted in no further reduction of H3K9me2 at these sites in 2CLCs. At the same time, regions further away from the EHMT2 peak showed progressively reduced methylation in the absence of EHMT2 (Fig. 7D). These observations suggest that the mESC-to-2CLC transition might be associated with the exclusion of EHMT2 activity from L1 elements in ECORDs or with a local remodeling of H3K9me2-marked histones. In addition, other histone methyltransferases might contribute to the maintenance of H3K9 methylation at L1s in ECORDs in the absence of EHMT2, as suggested by the binding of TRIM28 to these elements (Fig. 5A).

In summary, we propose two distinct binding behaviors and repressive modalities of EHMT2 in mESCs. The binding of EHMT2 to gene distal LINE-1 elements in mESCs nucleates broad H3K9me2 domains that extend over clusters of 2CLC genes (ECORDs) and counteract the binding of DPPA2/4 and possibly other activating factors to proximal, LTR-derived gene-regulatory elements. These H3K9me2 domains are weakened during the spontaneous mESC-to-2CLC transition and fully resolved upon EHMT2 depletion (Fig. 7E). In contrast, EHMT2 also represses a subset of germ layer-associated genes in mESCs through ZFP462-mediated binding to candidate enhancer elements and deposition of local H3K9me2 (Appendix Fig. S7I).

## Discussion

Unlike TFs, most chromatin-modifying proteins lack DNA sequence specificity and therefore have target genes and functions that vary considerably across cell types. We have combined acute protein depletion with different genomics assays to dissect the role of the chromatin repressor EHMT2 in naive mouse pluripotent stem cells. Our findings suggest that EHMT2 restricts the bidirectional differentiation capacity of mESCs, counteracting both the activation of gene loci associated with “forward” germ layer differentiation and those highly expressed in 2CLCs, which are related to early post-fertilization development and ZGA. While the significantly increased rate of mESC-to-2CLC transitions upon EHMT2 loss underscores the relevance of repressing the latter group of targets, we observed no overt germ-layer differentiation in EHMT2-depleted mESCs. This may suggest that EHMT2 in mESCs represses specific gene loci associated with different lineages, rather than comprehensive gene expression programs. Alternatively, our observations align with redundant mechanisms of gene repression at developmental gene loci, as suggested by studies into the interaction of EHMT2 and PRC2 in mESCs (Mozzetta et al, 2014).

In addition to their broadly divergent biological functions, the two groups of EHMT2 target genes we characterized differ in their genomic organization and the cis-regulatory elements and co-factors with which EHMT2 engages to modulate their expression. About 30% of ZGA-associated transcripts upregulated upon EHMT2 depletion are organized into what we coined ECORDs—clusters of co-regulated genes in heterochromatic regions of the genome that are poor in genes and rich in TEs. EHMT2-catalyzed H3K9me2 has been chiefly associated with gene silencing in euchromatin regions of the genome (Fukuda et al, 2021; Peters et al, 2003; Rice et al, 2003). The existence of ECORDs suggests that EHMT2 also directly regulates developmentally controlled non-euchromatic regions in mESCs, consistent with global changes in H3K9me2 levels in EHMT2 KO mESCs that are not observed in differentiated cells (Yan et al, 2020). ECORDs might, therefore, represent a functionally and regulatory distinct state of heterochromatin (Spracklin et al, 2023).

The activation of ECORDs in mESCs is intimately linked to the acquisition of 2CLC identity—about a third of transcripts that distinguish 2CLCs from mESCs are organized in clusters of varying size and complexity. While the activation of specific gene clusters, such as ZSCAN4 (Falco et al, 2007) and OBOX (Ji et al, 2023), has been strongly associated with the 2CLC stage, our findings establish clustered gene expression as a prevalent feature of this cell stage. Furthermore, the elevated expression of genes encoded by ECORDs during ZGA suggests that these gene clusters represent regulatory units that characterize the 2-cell state in the mouse embryo. Functionally, the organization of genes into ECORDs may enable their rapid activation and coordinated shutdown during development (Vega-Sendino et al, 2024). In this manner, ECORDs may be loosely analogous to Hox gene clusters, as they represent clusters of genes with shared functions that are coordinately deactivated through the establishment and spreading of heterochromatin domains (Hubert and Wellik, 2023). Several ECORD-encoded genes, such as ZSCAN4 (Zhang et al, 2019) and OBOX4 (Ji et al, 2023), have regulatory functions in 2CLCs and affect early development when inactivated. This supports the importance of tight developmental control over ECORDs and raises the possibility that their study could reveal novel 2CLC/ZGA regulators.

EHMT2 contributes to the control of ECORD expression in an antagonistic relationship with DPPA2/4, a heterodimeric pair of TFs required for the expression of ZGA-associated genes in mESCs (De Iaco et al, 2019). Evolutionarily young LINE-1 elements within ECORDs may be central to this antagonism, as they bind both DPPA2/4 and EHMT2 and undergo local H3K9me2 remodeling during the mESC-to-2CLC transition. In addition, our ChIP and CUT&RUN analyses support the notion that EHMT2 in mESCs prevents DPPA2/4 binding to MERVL-derived promoters or promoter-proximal gene-regulatory elements within the context of broad H3K9me2 domains. DPPA2/4 binding to these promoters or their activation likely requires additional factors, such as DUX, which is involved in the upregulation of ZGA-associated genes during the mESC-to-2CLC transition (Hendrickson et al, 2017; Yang et al, 2020).

Since we did not observe EHMT2 binding to DPPA4-bound MERVLs in mESCs, it seems likely that H3K9me2 spreads from distal sites, such as local LINE-1 elements that are strongly marked by H3K9me2 and bound by EHMT2. However, we cannot rule out that our analysis missed sporadic EHMT2 binding to MERVLs. Notably, many EHMT2-bound LINE-1 elements are also bound by other repressors, such as TRIM28 (Rowe et al, 2010), and by activators, such as DPPA2/4, suggesting that these elements serve as docking sites for transcriptional regulators with diverse, and in some instances opposing, functions. We found that spontaneously emerging 2CLCs still harbor substantial amounts of H3K9me2 genome-wide and within ECORDs, an apparent molecular difference from 2-cell-stage mouse embryos (Deng et al, 2020; Zylicz et al, 2018). This may indicate the existence of multiple, partially redundant mechanisms of gene repression, including other histone methyltransferases, as well as molecular mechanisms of gene activation capable of overriding H3K9me2 function, such as the detachment of heterochromatic regions from the nuclear lamina (Marin et al, 2025). The presence of additional barriers to the 2CLC state is also consistent with the observation that EHMT2 loss alone converts only a minority of mESCs.

Control of the activation status of LINE-1 elements has been suggested to be essential for successful early mouse preimplantation development (Jachowicz et al, 2017). In addition, LINE-1s have been recently proposed to serve as distal enhancers that control the expression of ZGA-associated genes such as *Zscan4* (Li et al, 2024). This is consistent with the low level of H3K27ac and chromatin accessibility we have observed at EHMT2-bound k1 and k2 sites in bulk mESC cultures. Therefore, in addition to using LINE-1s as nucleation sites for H3K9me2 spreading, EHMT2 might counteract ECORD activation by interfering with the latent enhancer activity of these elements. 

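The ATAC-seq peaks at the named EHMT2 sites can be ranked among all 116782 peaks called in bulk DMSO-treated mESCs. The 5 peaks at K1 sites exceeded between 83.0% and 92.9% of all peaks in fold enrichment, and the 5 peaks at K2 sites between 83.8% and 98.8%. The median number of fragments over the summit was 52 at K1 sites and 48 at K2 sites, where the values extended to both sides of the range at K1 sites, against an upper quartile of 17 over all peaks. At the sites drawn at random, these ranks ran from 90.7% to 98.9% for K1 and from 82.4% to 99.2% for K2. The ranks compare called peaks with each other, and regions without a peak do not enter them. With at least 90% identity, each of the 10 named sites has at least 2519 other matches in the genome. With at least 98% identity, the matches numbered from 821 to 1614 at K1 sites and from 30 to 1891 at K2 sites. The fragments therefore cannot be assigned to a single copy with certainty. The random sites were not searched for other matches.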

In accordance with such a function, LINE-1s within ECORDs experience local loss of H3K9me2 at EHMT2 binding sites during the mESC-to-2CLC conversion. Deletion experiments or the targeted recruitment of specific chromatin-modifying activities in 2CLCs and mESCs should help to clarify the stage-specific molecular functions of these elements.

Outside of ECORDs, EHMT2 depletion resembles aspects of the transcriptional consequences seen in ZFP462 KO mESCs. This aligns with a model of gene regulation in which ZFP462 recruits EHMT2 to repress germ-layer-associated target genes, as recently proposed for mesendodermal genes in mESCs (Yelagandula et al, 2023). Our observations broadly confirm these prior findings and also demonstrate that EHMT2 represses neuroectodermal gene loci in mESCs, likely via ZFP462. This is relevant in the context of the established role of EHMT1, the heterodimeric partner of EHMT2, in neurodevelopmental disorders (Kleefstra et al, 2006). We do not rule out the existence of additional EHMT2-recruiting factors required to silence germ-layer-associated genes in mESCs, such as REST (Mozzetta et al, 2014; Roopra et al, 2004).

In summary, our experiments have provided molecular insight into the role of the chromatin repressor EHMT2 in counteracting 2CLC-specific and lineage-associated gene expression. It remains to be determined whether the distinct modes of EHMT2 target gene binding and repression identified in our study are also operative in other contexts, such as neurodevelopment, immune cell metabolism, and various cancers, where EHMT2 plays critical cellular functions. The identification of ECORDs, which encode many poorly characterized transcripts, also offers a novel opportunity to reveal gene-regulatory aspects of ZGA in a tractable experimental system.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Cell lines**		
Mouse: EHMT2-dTAG mESCs	This manuscript	n.a.
Mouse: MERVL-GFP mESCs	This manuscript	n.a.
Mouse: DPPA4 KO mESCs	Didier Trono, EPFL, Lausanne	n.a.
Mouse: J1 mESCs	Didier Trono, EPFL, Lausanne	n.a.
**Antibodies**		
HA	Cell Signaling Technology; Abcam	CST 3724S (RRID:AB_1549585); ab9110 (RRID:AB_307019)
H3K9me2	Abcam	ab1220 (RRID:AB_449854)
SSEA1, Biotin-conjugated	Thermo Fisher	13-8813-82 (RRID:AB_657625)
EpCAM (CD326), PECy7-conjugated	Thermo Fisher	25-5791-80 (RRID:AB_1724047)
ZSCAN	Millipore-Sigma	AB4340 (RRID:AB_2827621)
DPPA4	Novus	AF3730 (RRID:AB_2094166)
Donkey anti-Rabbit Alexa Fluor 555	Thermo Fisher Scientific	A-31572 (RRID:AB_162543)
Donkey anti-Mouse Alexa Fluor 647	Thermo Fisher Scientific	A-31571 (RRID:AB_162542)
**Chemicals**		
DSG (Di(N-succinimidyl) glutarate	Sigma	80424-5MG-F
dTAG13	Tocris	6605
DMSO	Sigma	D8418
UNC0638	Selleckchem	S8071
Pladienolide B	Tocris	6070
1-azakenpaullone	Selleck	S7193
WS6	Selleck	S7442
TTNPB	Selleck	S4627
**Commercial assays**		
eBioscience™ Foxp3/ Transcription Factor Staining Buffer Set	Thermo Fisher Scientific	00-5523-00
KAPA hyper prep-kit	Roche	KK8502
**Software and algorithms**		
snakemake	Mölder et al, 2021	https://anaconda.org/bioconda/snakemake
Trim Galore	Github	https://github.com/FelixKrueger/TrimGalore
STAR	Dobin et al, 2013a	https://anaconda.org/bioconda/star
samtools	Li et al, 2009	https://anaconda.org/bioconda/samtools
Picard	Broad Institute, 2018	https://anaconda.org/bioconda/picard
bedtools	Quinlan and Hall, 2010	https://anaconda.org/bioconda/bedtools
BBTools	BBTools	https://anaconda.org/bioconda/bbmap
Deeptools	Ramirez et al, 2014	https://anaconda.org/bioconda/deeptools
TE Transcripts	Jin et al, 2015a	https://anaconda.org/bioconda/tetranscripts
MACS2	Zhang et al, 2008	https://anaconda.org/bioconda/macs2
org.Mm.eg.db	Carlson, 2021	https://bioconductor.org/packages/release/data/annotation/html/org.Mm.eg.db.html
rtracklayer	Lawrence Gentleman and Carey, 2009	https://bioconductor.org/packages/release/bioc/html/rtracklayer.html
GenomicRanges	Lawrence et al, 2013	https://bioconductor.org/packages/release/bioc/html/GenomicRanges.html
GenomicFeatures	Lawrence et al, 2013	https://bioconductor.org/packages/release/bioc/html/GenomicFeatures.html
plyranges	Lee Cook and Lawrence, 2019	https://bioconductor.org/packages/release/bioc/html/plyranges.html
seqplots	Stempor and Ahringer, 2016	https://github.com/cmuyehara/seqplots
DESeq2	Love Huber and Anders, 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
ChIPpeakAnno	Zhu et al, 2010	https://bioconductor.org/packages/release/bioc/html/ChIPpeakAnno.html
kmed	Budiaji, 2022	https://cran.r-project.org/web/packages/kmed/index.html
tidyverse	Wickham et al, 2019	https://cran.r-project.org/web/packages/tidyverse/index.html
ggplot2	Wickham, 2010	https://cran.r-project.org/web/packages/ggplot2/index.html
patchwork	Pedersen, 2024	https://cran.r-project.org/web/packages/patchwork/index.html
eulerr	Larsson, 2024	https://cran.r-project.org/web/packages/eulerr/index.html
ComplexUpset	Krassowski, 2020	https://cran.r-project.org/web/packages/ComplexUpset/index.html
fishualize	Schiettekatte et al, 2019	https://cran.r-project.org/web/packages/fishualize/index.html
ggalluvial	Brunson and Read, 2020	https://cran.r-project.org/web/packages/ggalluvial/index.html
rstatix	Kassambara, 2023	https://cran.r-project.org/web/packages/rstatix/index.html
ImageJ	Schneider Rasband and Eliceiri, 2012	https://imagej.net/ij/
rrvgo	Sayols, 2023	https://www.bioconductor.org/packages/release/bioc/html/rrvgo.html

### Mouse cell lines

The parental mouse ESC lines used for gene targeting were KH2 (Beard et al, 2006) on a C57BL/6J x 129S1 F1 background. DPPA2KO, DPPA4KO, and WTJ1 cells were kindly provided by the Trono Lab (De Iaco et al, 2019). All cell lines were authenticated by PCR genotyping and routinely tested for mycoplasma.

### Mouse ESC culture

ESCs were cultured in KO DMEM (Gibco 10829018) supplemented with 15% FBS (Gemini Benchmark), 2 mM Glutamax (Gibco 35050079), 0.1 mM nonessential amino acids (Gibco 11140076), 100 mg/ml penicillin/streptomycin (Gibco 15140163), 0.1 mM 2-mercaptoethanol (Gibco 21985023), and 1000U/ml leukemia inhibitory factor prepared in-house. Cells were cultured on a feeder layer of mitomycin C-treated mouse embryonic fibroblasts (MEFs) on gelatin-coated plates. In depletion experiments, cells were cultured in the presence of dTAG-13 (200 nM) for the indicated periods. For chemical inhibition of EHMT2, cells were cultured in mESC media supplemented with UNC0638 (1 mM). Cells cultured in DMSO served as controls. To modulate additional pathways associated with the mESC-to-2CLC conversion, mESCs were cultured in the presence of Pladienolide B (PB; 2.5 nM), 1-azakenpaullone (1-AP; 2.5 mM), WS6 (0.5 mM), or TTNBP (TT; 0.2 M) for 48 h before analysis.

### Generation of EHMT2-dTAG mESCs

To generate EHMT2-dTAG mESCs, homology arms covering about 1.2 kb of sequence around the *Ehmt2* stop codon were PCR-amplified from KH2 genomic DNA and cloned into pBluescript (Stratagene) vector together with an FKBP12F36V-2xHA-P2A-NLS-mCherry cassette, using Gibson assembly. Parental KH2 mESCs were co-transfected with the targeting vector and a pX330-neo^R^ vector expressing Cas9 and gRNAs targeting *Ehmt2* using TransIT-293 (Mirus Bio 2700). The next day, cells were plated at low density on a 10 cm plate and cultured in selection media containing Geneticin (500 μg/ml) for 48 h. Individual clones were picked, expanded, and confirmed using PCR, Sanger sequencing of PCR amplicons, and flow cytometry. Guide RNAs are listed in Dataset EV6.

### Generation of MERVL-GFP mESCs

EHMT2-dTAG mESCs were transfected with the 2C-3XtbGFP-PEST plasmid (Ishiuchi et al, 2015) (Addgene #69072) using lipofection with TransIT-293 (Mirus Bio 2700). Cells were seeded at a clonal density and selected in G418 (250 μg/ml) for 5 days before the cultures were inspected under an EVOS fluorescence microscope. Individual colonies with rare GFP^+^ cells were then picked for further expansion.

### Western blotting

Three independent clones were treated with DMSO or dTAG for 24 h before protein isolation. Cells were washed with PBS−/− and harvested using Trypsin (Life Technologies 25200114). Nuclear lysates were prepared using the NE-PER kit (Thermo Fisher 78835) according to the manufacturer’s instructions. Histones were isolated using the Histone Extraction Kit (Abcam ab113476) according to the manufacturer’s instructions. Protein concentration was measured using the Bradford Reagent (BioRad 5000201). Samples were boiled in Laemmli Sample Buffer (BioRad) with beta-mercaptoethanol and then run on Invitrogen precast gels. Blots were imaged using Azure Biosystems C400. Images were quantified using ImageJ (Schneider Rasband and Eliceiri, 2012). The following antibodies were used at a dilution of 1:1000: anti-HA (Abcam 9110), anti-H3K9me2 (ab1220), and anti-histone H3 (Abcam 1791).

### Flow cytometry

Expression of mCherry in EHMT2-dTAG mESCs was determined using the 561 nm (610/20) channel on a BD Fortessa. For the EHMT2 and H3K9me2 depletion kinetics cells, two independent clones were treated with DMSO or dTAG (200 nM) for the indicated periods. 500k cells from each treatment group (technical triplicates) were collected in a single-cell suspension using a Thermo Fisher intracellular staining kit (cat. 00-5523-00). Cells were fixed for 25 min and incubated with 50 μL of primary antibodies diluted in permeabilization buffer for HA (CST-3724S, 1:800) and H3K9me2 (ab1220, 1:400) for 30 min. Cells were then incubated with 50 μL secondary antibodies at a 1:500 dilution (A-31572 555aRb, A-31571 647aMs) for 30 min in the dark. Samples were run through the BD Fortessa flow cytometer and analyzed using the FlowJo software. Significance was called using the R t_test default function in the rstatix package (Kassambara, 2023). For the EHMT2-HA washout recovery flow, cells were treated with DMSO or dTAG in duplicates for 24 h and then replaced with media without treatment for the indicated time periods. Samples were processed and analyzed as above. Cells were stained with HA (CST-3724S 1:800) primary and A-21206 488aRb secondary antibodies. The secondary only control was incubated with the secondary antibody. For Zscan4 and H3K9me2 analysis, EHMT2-dTAG mESCs were treated with DMSO or dTAG in triplicate for 48 h and processed as above. Cells were stained with H3K9me2 (ab1220) and Zscan4 (AB4340 1:200) primary antibodies and A-21206 488aRb and A-31571 647aMs secondaries. Samples were processed and analyzed as above. Significance was called using one-way ANOVA and Sidak’s multiple comparisons test. The percentages of mESCs expressing the MERVL-EGFP reporter and the pluripotency-associated surface markers SSEA-1 and EpCAM were determined using live-cell flow cytometry using a BD FACS Canto. Similarly, cell-sorting of the MERVL-GFP+ and MERVL-GFP- was conducted with the help of the flow cytometry core facility at Weill Cornell. Live cells were run on the BD Influx on the FITC channel and gated based on high and low fluorescence, followed by cell sorting. Data analysis was done using FlowJo software. To follow the fate of 2CLCs and mESCs, 10,000 FACS-purified MERVL-GFP+ or MERVL-GFP- cells were plated in six replicates and allowed to grow in treatment media for 24 h. The percentage of cells in MERVL-GFP+ and MERVL-GFP- from each condition was determined by live flow using the BD Fortessa flow cytometer.

### Annexin V expression

MERVL-GFP mESCs were treated with DMSO or dTAG for 72 h. Cells were trypsinized and collected. Cells were washed twice with ice-cold PBS and resuspended in binding buffer (BD 556454). BD Pharmigen APC Annexin V (550474) was used to stain the cells as per the manufacturer’s instructions. DAPI was added to the cells before analysis by flow cytometry on BDFortessa. Cells were categorized based on the following gating logic. Viable cells = Annexin V-negative, DAPI-negative. Early apoptotic cells are Annexin V-positive and DAPI-negative. Late apoptotic cells are Annexin V-positive and DAPI-positive. Necrotic cells are Annexin V-negative, DAPI-positive.

### UNC0638 treatment and RT-qPCR

EHMT2-dTAG mESCs or MERVL-GFP mESCs were treated with DMSO, dTAG, or UNC0638 inhibitor for 24 h. The percentage of MERVL-positive cells in each condition was ascertained by flow cytometry. RNA was isolated from treated EHMT2-dTAG mESCs, as mentioned below. Reverse transcription of RNA from each sample was performed using the iScript kit (BioRad 1708841). qPCR was performed on cDNA samples in triplicate using PowerUp SYBR green PCR master mix (Thermo Fisher A25778) on an Applied Biosystems QuantStudio3. The primers used are in Dataset EV6.

### RNA isolation

Total RNA from cells was extracted using TRIzol (Invitrogen 15596018) and purified using the RNA Clean and Concentrator kit (Zymo Research ZR1014). RNA quality and quantity were checked before assays using a nanodrop or bioanalyzer.

### RNA sequencing

For the recovery experiment, EHMT-dTAG mESC clones (triplicates) were treated with DMSO or dTAG (200 nM) for 24 h, 7 days, and 15 days. After 7 days of dTAG treatment, the recovery group was allowed to grow in DMSO for 8 days. Cells were collected at the end of the treatment cycle, and RNA was extracted as described above. Following the manufacturer’s instructions, 1 μg of RNA was then used to prepare libraries with the TruSeq Stranded mRNA Library Prep (Illumina #20020595) at the Weill Cornell Genomics Core. Libraries were sequenced on the NovaSeq 6000 S4 flow cell at a read length of PE 2 × 100. For the MERVL reporter experiments, MERVL-GFP mESCs were treated in triplicate with DMSO or dTAG (200 nM) for 72 h and sorted into GFP^-^ and GFP^+^ populations, as described in flow cytometry. In total, 200,000 cells were collected, and RNA was isolated using TriZol, as described above. Low-input RNA libraries were prepared by Novogene and sequenced at PE x150 read length on a Novaseq 6000. For the DPPA4-KO experiment, WTJ1 and DPPA4KO mESCs (*n* = 3 clonal lines) were treated with DMSO or UNC0638 for 48 h. RNA was isolated as described above. RNA libraries (polyA enrichment) were prepared by Novogene and sequenced on a Novaseq 6000 with a PE ×150 read length.

### Immunofluorescence

MERVL-GFP mESCs treated with DMSO or dTAG for 24 h were washed and fixed in 4% formaldehyde for 10 min, blocked in blocking buffer (PBS−/− with 1% BSA, 0.1% Triton-X-100, and 3% donkey serum (Sigma D9663) and stained with ZSCAN4 antibody (AB4340) at 1:150 for 2 h. Cells were washed three times with PBS−/− containing 0.1% Triton X-100 (PBST) and then incubated in Donkey anti-Rabbit Alexa Fluor 555 secondary antibody at a dilution of 1:1000 for 1 h. Cells were washed thrice with PBST. DAPI (300 nM) was added for 5 min for nuclear staining. Images were taken on a Nikon fluorescent microscope. Images were quantified using ImageJ.

### Colony-forming assay

MERVL-GFP mESCs were treated with DMSO or dTAG for 72 h and sorted by flow cytometry as described above into GFP+ (2CLC) and GFP- (mESC) populations. Single cells were seeded into two 96-well plates per treatment group. Cells were allowed to grow in mESC media for 6 days. The number of colonies per plate was then counted. Alternatively, 1000 sorted cells (2CLC and mESC) were plated into each well of a six-well plate and allowed to grow in either DMSO or dTAG. Cells were allowed to grow for 5 days, after which alkaline phosphatase staining was performed using the Vector Red Alkaline Phosphatase Substrate Kit (SK-5100) according to the manufacturer’s instructions, and images were captured. The number of colonies was counted using ImageJ.

### ATAC-Seq

ATAC-seq was performed as previously described (Buenrostro et al, 2015) with some modifications. Briefly, cells from two independent clones (EHMT2-dTAG mESCs) were treated with DMSO for 24 h. Cells were trypsinized, and 50,000 cells per replicate were washed with 50 μL cold 1× PBS followed by 50 μL lysis buffer (10 mM Tris-HCl, pH 7.4, 3 mM MgCl_2_, 10 mM NaCl, 0.2% (v/v) IGEPAL CA-630) to isolate nuclei. Nuclei were pelleted by centrifuging for 10 min at 800 × *g* at 4 °C, and 50 μL of transposition reaction mix (25 μL TD buffer, 2.5 μL Tn5 transposase, and 22.5 μL ddH_2_O) was added. Reagents from the Nextera DNA library Preparation Kit (Illumina #FC-121–103) were used. Samples were incubated at 37 °C for 30 min. DNA was isolated using the ZYMO Kit (D4014). ATAC-seq libraries were generated using NEBNext High-Fidelity 2× PCR Master Mix (NEB, #M0541), with each sample assigned a unique barcode and a universal primer. The optimal cycle number for each sample was determined by qPCR. Samples were size-selected (0.55×–1.5×) using SPRIselect beads (Beckman Coulter, B23317). Libraries were assessed with an Agilent Bioanalyzer. Libraries were sequenced on an Illumina Nova-Seq 6000 platform with 100 bp paired-end reads.

### ChIP-Seq

Two independent clones (EHMT2-dTAG mESCs) were treated with DMSO 24 h before ChIP-seq. ChIP was performed as previously described (Pelham-Webb et al, 2021) with some modifications. Briefly, 30 million cells per replicate for each condition were double-crosslinked by first incubating with 2 mM DSG (Sigma 80424-5MG-F) for 50 min, followed by 1% formaldehyde at RT for 10 min, and then quenched with 125 mM glycine for 5 min at RT. Cells were resuspended in 300 ml lysis buffer (10 mM Tris, pH 8, 1 mM EDTA, 0.5% SDS) and sonicated in a Pico bioruptor for 15-30 cycles and then centrifuged for 10 min at 4 °C at 17,000 × *g*. Supernatants were precleared for 1 h with 20 μL of Protein A Dynabeads (Thermo Scientific 10-001-D) per sample. 5% of each sample was removed and frozen as an input sample. Samples were diluted 5 times with dilution buffer (0.01% SDS, 1.1% Triton,1.2 mM EDTA,16.7 mM Tris, pH 8, 167 mM NaCl) and incubated with HA antibody (5 μg/30 million total cells) (CST 3724) O/N with rotation at 4 °C. The next day, protein A Dynabeads pre-blocked with 1 mg/mL BSA protein were added to each sample (30 μL Dynabeads per sample). Samples were incubated for 3.5 h at 4 °C. Subsequent steps were carried out as previously described. According to the manufacturer’s instructions, 15 ng of immunoprecipitated DNA and input were used for library amplification with the KAPA Hyper Prep kit (KK8502). Libraries were sequenced on an Illumina Novaseq 6000 platform with 100 bp paired-end reads. In a separate experiment, EHMT2-dTAG mESCs were treated with DMSO or dTAG for 24 h before ChIP-seq as described above, using HA antibody (ab9110)(4 μg/30 M cells total).

### ChIP-EXO

Cultures of EHMT2-dTAG mESCs were treated with DMSO for 24 h. Cells were collected by trypsinization for 3 min and were washed with PBS, followed by centrifugation (500 × *g*, 5 min, 4 °C). 10 M cells were used per replicate. The pellet was resuspended to a concentration of 1 million cells per mL in PBS (RT). Cells were crosslinked with 1% formaldehyde at RT for 10 min on a platform shaker. Crosslinking was quenched with 125 mM glycine for 5 min at RT on a platform shaker. Crosslinked cells were centrifuged (500 × *g*, 5 min, 4 °C) and were washed twice with ice-cold PBS. After the final wash and centrifuge, the pellet was snap-frozen before extraction. Frozen cell pellets were processed by the Cornell Epigenomics Core Facility as described previously in the ChIP-exo 5.0 protocol (Rossi Lai and Pugh, 2018). Anti-HA antibody (Abcam 9110) was used for o/n chromatin immunoprecipitation at 4 °C. Immunoprecipitated material was processed as described (Rossi Lai and Pugh, 2018).

### ULI-NChIP

A total of 100,000 cells were used as input for bulk mESC ULI-NChIP, with two independent replicates. For the 2CLC and mESC-sorted cells, three independent experiments were conducted using one clone. MERVL-GFP mESCs were treated with DMSO or dTAG-13 for 72 h in the presence of TTNBP (TT; 0.2 M) to reduce the length of sorting time required to obtain sufficient numbers of viable MERVL+ cells. Cells were sorted based on GFP expression, as described in the “Flow cytometry” section. ULI-NChIP was conducted following a published procedure (Brind’Amour et al, 2015). Briefly, frozen cell pellets were resuspended in Sigma EZ Nuclei Isolation Lysis Buffer (NUC101) containing 1× protease inhibitor cocktail (Roche 04693132001) and 1 mM PMSF (TF 36978), and then digested with MNase (NEB M0247). The digested chromatin was rotated for 1 h at 4 °C, followed by pre-clearing using Protein A/G beads (Dynabeads, Life Technologies #1006D), and 10% then saved as an input control. In total, 1 μg per 100k cells of H3K9me2 antibody (ab1220) was added to Protein A/G beads for 3 h at 4 °C to form the antibody complex. Precleared chromatin was added to the antibody complex and rotated at 4 °C overnight. The antibody-bound chromatin was then eluted from the magnetic beads using 100 mM NaHCO_3_ and 1% SDS at 65 °C for 1 h and purified alongside the input chromatin. Libraries of the eluted and input chromatin were prepared using the ThruPLEX DNA-Seq (Takara, Cat #: R400675) following the manufacturer’s instructions. Libraries were sequenced on an Illumina NovaSeqXplus platform with 100 bp paired-end reads.

### CUT&RUN

MERVL-GFP mESCs (in duplicates) were treated with dTAG-13 for 72 h and sorted based on GFP as mentioned above in flow cytometry. CUT&RUN against DPPA4 was performed on 17,000–50,000 cells, as previously described (Ee et al, 2025; Skene Henikoff and Henikoff, 2018). Live cells were sorted based on GFP fluorescence on an Influx Cell Sorter before performing CUT&RUN. BioMag Plus Concanavalin A beads (ConA beads, PolySciences NC1358578) were washed twice with cold bead activation buffer (20 mM HEPES pH 7.5, 1 mM MnCl_2,_ 10 mM KCl, 1 mM CaCl_2_). Sorted cells were washed twice in wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine (Acros AC132740050), ½ Protease Inhibitor tablet). At room temperature, 20 ml of activated ConA beads per sample were bound to the cells in wash buffer for 10 min. Samples were incubated overnight with gentle rocking at 4 °C with 1:100 of anti-DPPA4 (AF3730) or 1:100 anti-IgG (EpiCypher 130042) in antibody buffer (Wash Buffer with 2 mM EDTA and 0.01% Digitonin (Millipore-Sigma 300410)). Samples were washed twice with a wash buffer containing 0.01% Digitonin. ProteinA/G MNase (EpiCypher) was then bound to samples for 1 h at 4 °C. Protein A/G MNase was diluted in 50 μL of antibody buffer. Samples were washed twice in Digitonin Buffer, and 1 mL 100 mM CaCl_2_ was added to activate MNase digestion. After two hours of incubation, MNase digestion was quenched using 33 mL of STOP Buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 50 μg/mL RNase A, 50 μg/mL glycogen, 0.015 ng/mL E. coli spike-in) and the samples were incubated at 37 °C for 20 min. Digested fragments were isolated by centrifuging samples for 5 min at 16,000 × *g*, binding ConA beads to a magnet for 2 min, and then saving the supernatant. DNA was purified by adding 0.1% SDS and 5 μg Proteinase K for 10 min at 70 °C, followed by phenol-chloroform extraction and precipitation in 100% ethanol at −80 °C overnight. Pellets were washed in 100% ethanol and then resuspended in 12 mL of nuclease-free water. CUT&RUN libraries were prepared using the ThruPLEX DNA-Seq (Takara, Cat #: R400675) and Unique Dual Index (Takara #R400665) kits according to the manufacturer’s instructions, except for the amplification step. After adding indexes, amplification cycles were performed using a shortened annealing/extension time (67 °C, 10 s) to enrich for small fragments, as previously recommended (Skene Henikoff and Henikoff, 2018). Libraries were size-selected with 1.5× volume SPRI beads (Beckman Coulter B23317) and sequenced at the Weill Cornell Genomics Resources Core Facility on an Illumina NovaSeq 6000 (PE-100, 30 million reads per sample).

### Data processing and analysis

All genomics datasets were processed using custom snakemake (v6.6.1) pipelines (31).

### RNA-seq

#### Initial processing and explanation of the STAR multi-command

Technical replicates were merged using zcat. Reads were trimmed to remove adapter sequences using Trim Galore (v0.6.7) with parameters: --phred33 --quality 0 --stringency 10 --length 20. Trimmed reads were mapped using STAR (v2.7.10) (Dobin et al, 2013). STAR alignment was performed using a previously described strategy developed to map multimapping reads to the best location in the genome (hereafter, “STAR multi”) (Teissandier et al, 2019) using parameters: --readFilesCommand zcat --runThreadN 10 --outSAMtype BAM SortedByCoordinate --outFilterMultimapNmax 5000 --outSAMmultNmax 1 --outFilterMismatchNmax 3 --outMultimapperOrder Random --winAnchorMultimapNmax 5000 --alignEndsType EndToEnd --alignIntronMax 1 --alignMatesGapMax 350 --seedSearchStartLmax 30 --alignTranscriptsPerReadNmax 30000 --alignWindowsPerReadNmax 30000 --alignTranscriptsPerWindowNmax 300 --seedPerReadNmax 3000 --seedPerWindowNmax 300 --seedNoneLociPerWindow 1000 --alignSJoverhangMin 999 --alignSJDBoverhangMin 999. A detailed description of the modified STAR command is provided below. TE Counts (v2.2.3) (Jin et al, 2015b) was used to assign mapped reads to protein-coding and repeat genes and repeats with default parameters. GTFs from GENCODE (vM25) (Frankish et al, 2019) and a repeat file from TE Counts were used. Bigwigs were made from bed files using deeptools (v3.5.1) (Ramirez et al, 2014) using parameters: -p 10 --binSize 10 --ignoreForNormalization chrX chrM --normalizeUsing RPGC --effectiveGenomeSize 2652783500 --extendReads 200 –ignoreDuplicates.

**Table:** 

**Explanation of STAR multi-command**		
**Flag**	**Value**	**Description**
outFilterMultimapNmax	5000	The max number of places in the genome STAR will allow a read to align. Default is 10.
outSAMmultNmax	1	The number of entries STAR will write for each multi-mapper. Top scoring alignments are outputted first.
outFilterMismatchNmax	3	Number of mismatches to allow to be outputted. Default is 10
outMultimapperOrder	Random	STAR should output the order of multimapping reads in random order. Without runRNGseed set alignments will vary between runs.
winAnchorMultimapNmax	5000	The number of loci that anchors can map to. winAnchorMultimapNmax must be >= outFilterMultimapNmax. Default is 50.
alignEndsType	EndToEnd	Turn off soft-clipping of reads.
alignIntronMax	1	Maximum intron size. Default is 0.
alignMatesGapMax	350	Maximum gap between two mates. Default is 0.
seedSearchStartLmax	30	Search start point through the read. The read is split into pieces <= this value. Default is 50.
alignTranscriptsPerReadNmax	30,000	Max number of different alignments per read to consider. Default is 100
alignWindowsPerReadNmax	30,000	The max number of windows per read. Default is 100
alignTranscriptsPerWindowNmax	300	The maximum number of transcripts per window. Default is 100
seedPerReadNmax	3000	Max number of seeds per read. Default is 1000.
seedPerWindowNmax	300	Max number of seeds per window. Default is 50.
seedNoneLociPerWindow	1000	Max number of one seed loci per window. Default is 10
alignSJoverhangMin	999	Minimum overhang for spliced alignments. Default is 5
alignSJDBoverhangMin	999	Minimum overhang for annotated junctions. Default is 1

#### Analysis

DESeq2 was used to identify differentially expressed genes (Love Huber and Anders, 2014). Differentially expressed genes were defined as genes with an adjusted *P* value < 0.05 and log2 fold change (LFC) ≥ 1. Expressed genes were defined as genes that remained after DESeq2 performed independent filtering to remove genes with low counts (*P-*adj == “NA”). Normalized counts were generated using the counts function in DESeq2. For principal component analysis (PCA), the data were transformed using the vst function from DESeq2. The top 500 most variable genes were input into the prcomp function in R. For k-medoid clustering, normalized counts were z-scored, and a distance matrix was generated using the distNumeric function from the kmed package (Budiaji, 2022) with Manhattan weighted range (mrw). All genes were first assigned to a TAD to identify clusters of genes for ECORD analysis (Di Giammartino et al, 2019). Gene lists were then filtered to all differentially expressed genes, and the number of DEGs that occurred in sequence along the linear genome was counted. Clusters were broken if: (1) the next DEG was changed in the opposite direction (*P*-adj <0.05, no fold-cutoff), (2) the next gene was in a different TAD. After assigning each gene a cluster ID, the number of static genes was calculated by taking the full range of each cluster and intersecting it with the ranges of static genes. For subsequent analyses, “ECORDs” were defined as clusters with ≤50% static genes as well as ≥4 DEGS (LFC > 1) for the bulk dataset, and ≤50% static genes and ≥5 DEGs (LFC > 1) for the sorted-cell RNAseq dataset. For ChromHMM, gene promoters (TSS -2.5 kb/+0.5 kb) were used with a published, 100-state model (Vu and Ernst, 2023). After running, the values were rescaled to the range of 0 to 1 per column. For compartment analysis, the mean compartment signal across the entire gene body was calculated using a published dataset (Di Giammartino et al, 2019). For comparison with in vivo embryonic development, we used published FPKM values (Wu et al, 2016) and gene categories (Hu et al, 2020). To correct gene.ids in the in vivo dataset that did not match GENCODE annotations, the “select” function was used to obtain aliases from the org.Mm.eg.db package, which was sufficient to correct nearly all inconsistencies. All plots were generated with ggplot2 (Wickham, 2010). For comparison to Zfp462 and Dppa4 DEGs, published datasets were reprocessed, and DEGs were called using the methods described above. The following published datasets were used: GSE176321 (zfp462 cl1, zfp426 cl2, WT ESC), GSE126920 (Dppa2 KO, Dppa4 KO, WT ESC).

### Gene Ontology (GO) analysis

Gene ontology analysis was done using ShinyGO (Ge Jung and Yao, 2020). Lists of genes were uploaded on the ShinyGO v0.81 server with the following settings: “Mouse” as the “Best matching species”, “0.05” as the “*P* value cutoff (FDR)”, and “25” as the ‘# of most significant terms to show’. All expressed genes (see above) in each dataset were used as background. For 24 h ECORD and non-ECORD, the terms obtained were collapsed using rrvgo (v3.19) (Sayols, 2023) and represented using R. For GO terms of overlapping DEGs, the most relevant terms were selected and represented using R.

### ChIP-seq and ChIP-Exo

#### Initial processing

For repeat-aware alignment, reads were concatenated, trimmed, and aligned using STAR as for RNAseq above. For comparison to non-repeat aware alignment, ChIP and ChIP-Exo reads were also aligned using bowtie2 (v2.4.1) using parameters: --local --very-sensitive-local --no-unal –phred33 and then filtered using samtools only to include reads with a MAPQ score ≥ 5. PCR duplicates were removed using Picard (v2.26.0)(Tools) with parameters: VALIDATION_STRINGENCY = LENIENT REMOVE_DUPLICATES=true ASSUME_SORTED=true. After duplicate removal, reads that overlapped ranges annotated as “High Signal Region” from the ENCODE Blacklist (mm10, v2) were removed using samtools (v1.14) (Li et al, 2009). Bam files were converted to bedpe files using bedtools (v2.30.0) (Quinlan and Hall, 2010) with parameters: -bedpe and then reformatted using the command: “sort -k 1,1 -k 2,2n | cut -f 1,2,6,7”. Peaks were called on bed files using MACS2 (v2.2.6) (Zhang et al, 2008) using parameters: -f BEDPE --nomodel --seed 123 --keep-dup all -p 0.05. After peak calling with MACS2, peak files were filtered only to include peaks with *q*-value < 0.05 using a custom Python script. Bigwigs were made from bed files using deeptools (v3.5.1) (Ramirez et al, 2014) using parameters: --binSize 10 --ignoreForNormalization chrX chrM --normalizeUsing RPGC --effectiveGenomeSize 2652783500 --extendReads 200 --ignoreDuplicates --blackListFileName mm10-blacklist.v2_highSignalRegions.bed. Bigwigs were z-normalized per chromosome arm using a custom R script (v4.1.2). The following published datasets were also used: GSE137272 (Wiz), GSE158460 (Trim28), GSE177058 (Zfp462), GSE74112 (Oct4), GSE95517 (Dux), GSE113429 (H3K27ac, Klf4), GSE126921 (Dppa2, Dppa4).

ULI-NChIP reads were processed identically to ChIP-seq reads through to the generation of bigwigs. After generating RPGC normalized bigwigs, the bigwigs were re-binned at 10 kb resolution with a 5 kb sliding step using a custom R script as previously described (Au Yeung et al, 2019). Briefly, the mm10 genome was tiled into non-overlapping 5 kb bins. The bins were resized to 10 kb, anchored at the center, and the mean RPGC-normalized signal across the 10-kb window was calculated. Locations with zero signal were ignored as these likely represent regions of the genome annotated as “High Signal Regions,” which were removed during processing or unmappable regions. Bins were then resized to 5 KB before export as a BigWig. Consequently, each bin in the bigwig represents the mean across the 5-kb window/- 2.5 kb. Input-normalized tracks were generated by calculating log2(ChIP/Input) per bin. To identify H3K9me2 domains, regions of the genome with high H3K9me2 signal (defined as log2(ChIP/Input) >80th percentile) were extended up- and downstream until a region with low H3K9me2 enrichment was encountered (defined as log2(ChIP/Input) <30th percentile). The following packages were used: Genomic Ranges (Lawrence et al, 2013), plyranges (Lee Cook and Lawrence, 2019), rtracklayer (Lawrence Gentleman and Carey, 2009), and org.Mm.eg.db (Carlson, 2021).

#### Analysis

For repeat analysis, the mm10_rmsk_TE.gtf repeat masker file from TE Transcripts (Jin et al, 2015a) was used. The fraction of binding sites that overlap repeats was determined at the base-pair level by calculating the number of bases within each peak that overlapped a repeat. This was done to make the values comparable to the whole genome fraction. For k-means clustering, union ranges of EHMT ChIP-seq and ChIP-Exo were generated, and the locations of the peak summits were annotated. The summit from the respective dataset was used for peaks called specifically to either ChIP-seq or ChIP-exo. For common peaks, the midpoint between the two summits was used. The signal from z-normalized bigwigs +/− 250 bp of peaks summits for all datasets, except for H3K9me2, was obtained using the getPlotSetArray function from seqplots (Stempor and Ahringer, 2016), updated to make it compatible with Bioconductor >v3.14 (https://github.com/cmuyehara/seqplots), using parameters: refgenome = “mm10”, bin = 10, rm0 = F, ignore_strand = T, xanchored = ‘mf’, add_heatmap = T. For H3K9me2 ULI-NChIP, +/− 50k signal from the input-normalized bigwigs was used for clustering with the seqplots parameter modified to use a 1000 bp bin. Heatmaps from all datasets were clustered together using the k-means function in R after running set.seed(883). ChromHMM analysis on k-means clusters was performed on the union peak ranges, as described for RNA-seq above. To calculate the genomic distribution of binding sites in k-means clusters, the annotatePeakInBatch function from ChIPpeakAnno was used with parameters: PeakLocForDistance = “middle”, output =  “shortestDistance”, FeatureLocForDistance = “middle”, ignore.strand = T. To associate EHMT peaks with RNAseq, each expressed gene was assigned to the nearest EHMT peak (from the union dataset) in the same H3K9me2 domain. To calculate enrichment, a bootstrap approach was used, in which gene categories (e.g., 2CLC > mESC, static) were shuffled 1000 times. For PCA on ChIP and ChIP-Exo, raw counts from a union set of peaks were transformed using the vst function from DESeq2, and the top 500 most variable peaks were used as input to the pca function in R. For PCA on ULI-NChIP, the log_2_(ChIP/Input) signal from all bins overlapping a union set of H3K9me2 domains was used. To estimate the proportion of the genome covered in H3K9me2 in DMSO and dTAG, a two-component gaussian model was fitted to the genome-wide distribution of log_2_(ChIP/Input) signal with the mixtools package (Benaglia et al, 2009) and the lambda values for components 1 and 2 were used to estimate the proportion of the curve in either the “noise” or “signal” component, respectively. To normalize between samples, sequencing-depth normalized bigwigs were subsequently scaled to the bigwig with the highest lambda value for component 2 (“signal”).

### CUT&RUN

#### Initial processing

Technical replicates were merged using zcat. Reads were trimmed using the bbduk.sh command from BBMap (Bushnell, 2014) using parameters: ktrim = r ref = adapters rcomp = t tpe = t tbo = t hdist =1 mink = 11. Trimmed reads were aligned using STAR, as described for RNA-seq above. Duplicate and blacklist removal were performed as for ChIP-seq above. Peaks were called on bed files using MACS2 (v2.2.6) (Zhang et al, 2008) with the following parameters: -f BEDPE --nomodel --seed 123 --keep-dup all. Bigwigs were z-normalized per chromosome arm using a custom R script.

#### Analysis

Analysis was performed as described above for ChIP-seq and ChIP-Exo.

### ATACseq

ATAC-seq was processed similarly to CUT&RUN, as described above. To correct for the tn5 cut position, fragments were shifted by +4 bp and −5 bp for reads mapping to the + and − strands, respectively, using a custom awk script as recommended (Buenrostro et al, 2015).

### Expression of H3K9me2 regulators

Selected H3K9me2 regulators were represented in an expression heatmap constructed from a public in vivo dataset (Hu et al, 2020) and our in vitro MERVL-GFP RNA-seq data, as described above. Genes are represented as a log2 fold change over their respective levels in DMSO mESCs.

### Quantification and statistical analyses

Statistical analysis of Western blot, flow cytometry, and colony assays was done on PRISM (GraphPad Prism version 10.0.0, GraphPad Software, Boston, Massachusetts, USA, www.graphpad.com). Sample sizes were three or greater for flow cytometry, Western blot, and colony counting experiments, and two or greater for genomics experiments. No blinding was done during analysis. Specific tests and corrections applied are indicated in the respective figure legends and Dataset EV6, which also lists exact *P* values.

## Supplementary information

Appendix

Peer Review File

Data Set EV1

Data Set EV2

Data Set EV3

Data Set EV4

Data Set EV5

Data Set EV6

Source data Fig. 1

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

## Data Availability

RNA-seq, CUT&RUN, ChIP-seq, ChIP-exo, and ULI-NChIP-seq data have been deposited at Gene Expression Omnibus (GEO) under accession code GSE280606. The deposited data will be publicly available as of the publication date. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00657-5.

# Supplementary material for: Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements
**Source:** EMBO Rep. 2025 Dec 9;27(3):654–76. doi: 10.1038/s44319-025-00657-5
**Supplement:** Supplementary file 1 — Appendix

## **Appendix**

### **Table of Contents**

Appendix Figure S1 – page 2

Appendix Figure S2 – page 4

Appendix Figure S3 – page 6

Appendix Figure S4 – page 8

Appendix Figure S5 – page 9

Appendix Figure S6 – page 10

Appendix Figure S7 – page 11

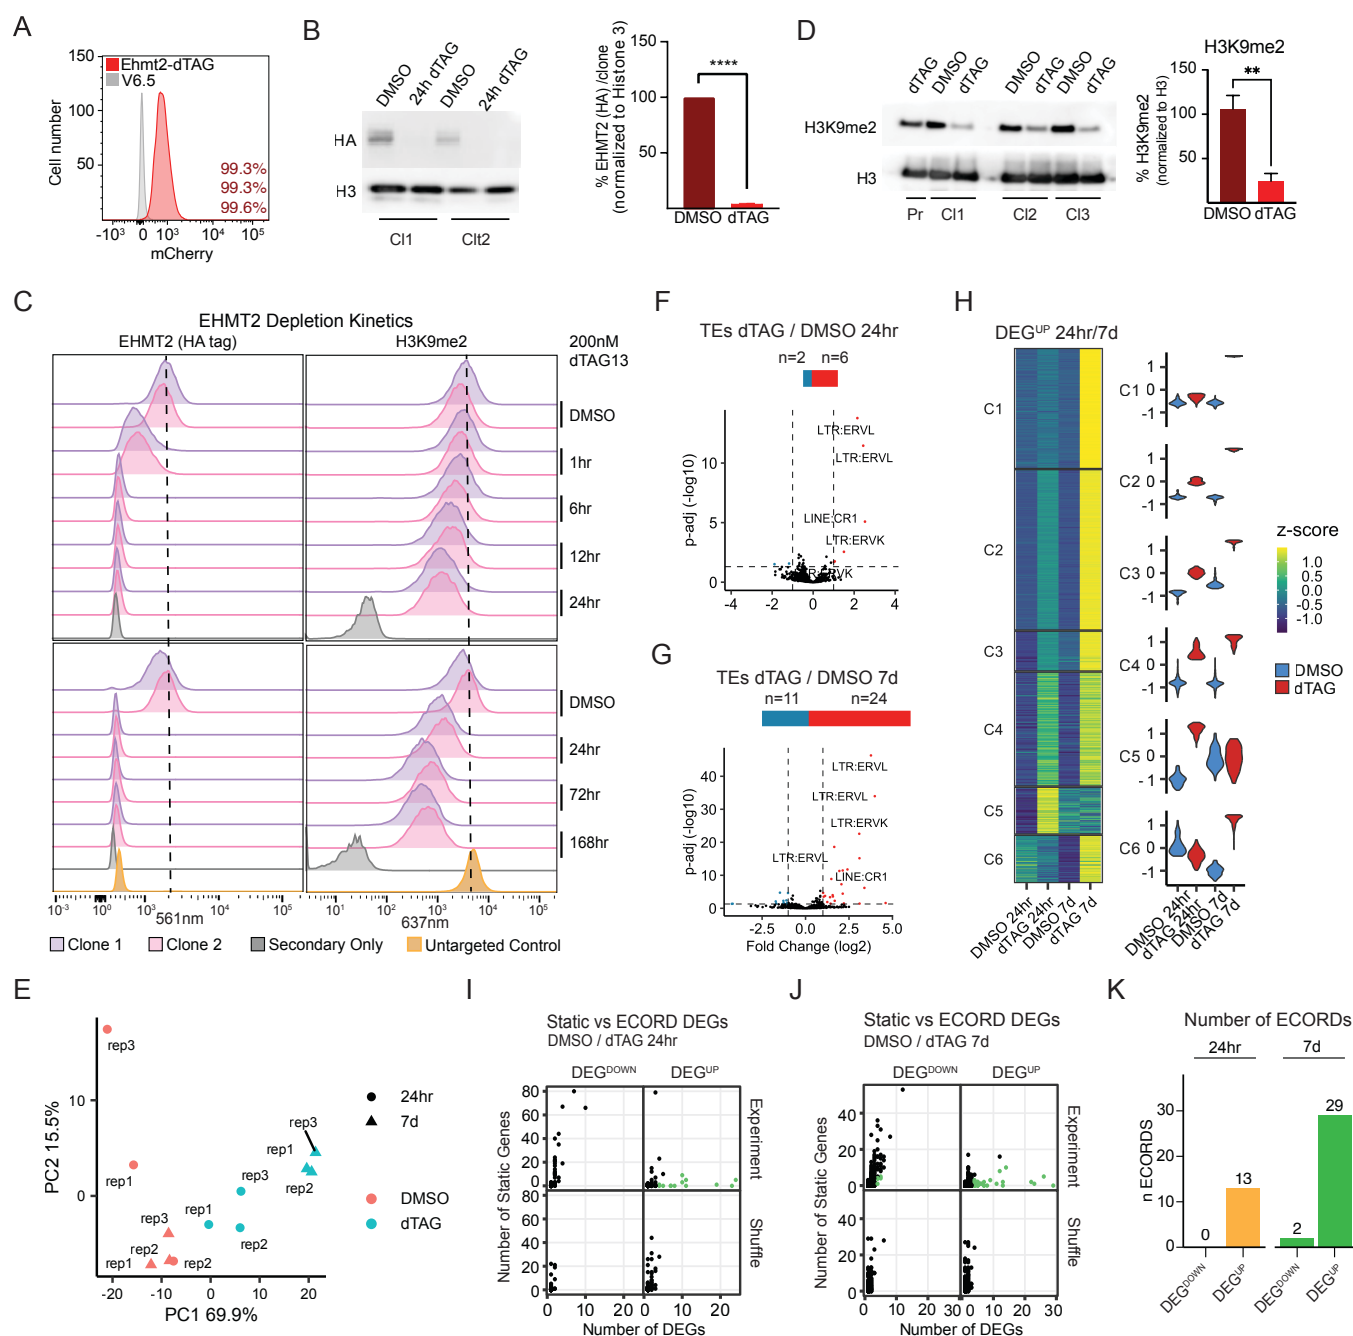

**Appendix Figure S1. Acute EHMT2 depletion reveals distinct categories of target genes. Related to Figure 1.**

**A)** Flow cytometric analysis of mCherry expression in n=3 independent EHMT2-dTAG mESC lines. **B)** Western blot of EHMT2 (HA) levels after 24h of dTAG treatment. \*\*\*\*p<0.0001; two-tailed, paired t-test. Error bars represent the mean with SD. **C)** Flow cytometry time course of EHMT2 (HA) and H3K9me2 levels during continuous dTAG treatment of EHMT2-dTAG mESCs. **D)** Western blot of H3K9me2 levels after 24h of dTAG treatment. \*\*p<0.01; two-tailed, unpaired t-test. Error bars represent the mean with SD. **E)** PCA of RNA-seq samples. **F-G)** Volcano plots

showing numbers of differentially expressed (adj. P-value  $<0.05$  & absolute  $\log_2$  fold change  $\geq 1$ ) repetitive elements (TEs) in response to 24h and 7d continuous dTAG treatment, respectively. **H)** K-medoids clustering of all DEGs after 24h or 7d dTAG treatment. Genes are z-scored by row. **I-J)** Number of static genes in ECORDs at 24h and 7d, respectively. Green indicates ECORDs with  $\geq 4$  DEGs. **K)** The number of ECORDs detected by RNA-seq after 24h and 7d of dTAG treatment.

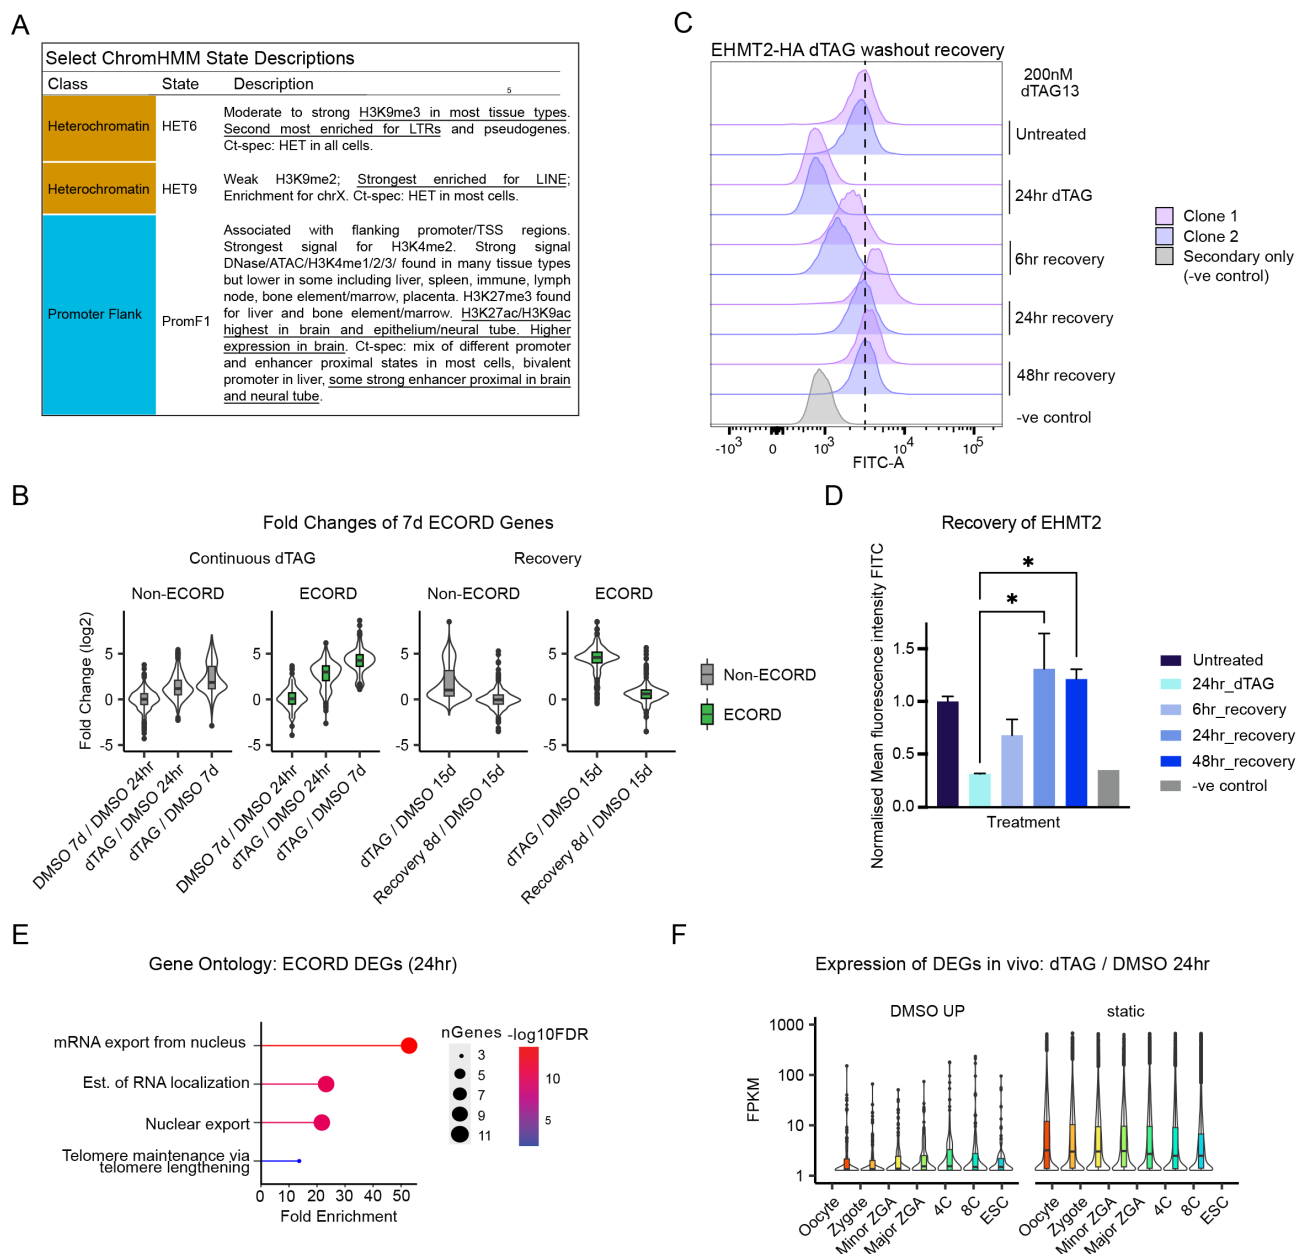

**Appendix Figure S2. Genes in ECORDs have distinct properties and are enriched for genes involved in Zygotic Genome Activation (ZGA). Related to Figure 2.**

**A)** The descriptions of the ChromHMM terms shown in Fig.2A. **B)** Fold-changes of 7d dTAG Up DEGs (Non-ECORD and ECORD) after 15d continuous dTAG treatment (left) and after 7d continuous dTAG treatment followed by 8d of dTAG washout ("Recovery", right), as measured by RNA-seq. **C)** Flow cytometry time course showing EHMT2 (HA) recovery after dTAG washout. A sample treated with secondary antibody only was used as a negative (-ve) control. **D)** Quantification of the mean fluorescence intensity measurements from C. \* $p < 0.05$ ; One-way ANOVA. Error bars represent the mean with SD. **E)** Gene ontology (GO) terms of ECORD DEGs

after 24h of dTAG treatment. **F)** Expression of 24h DMSO Up DEGs and static genes in an *in vivo* time course of embryonic development (Wu et al., 2016, and Hu et al., 2020). Only genes with an FPKM  $\geq 10$  in at least one sample type were included.

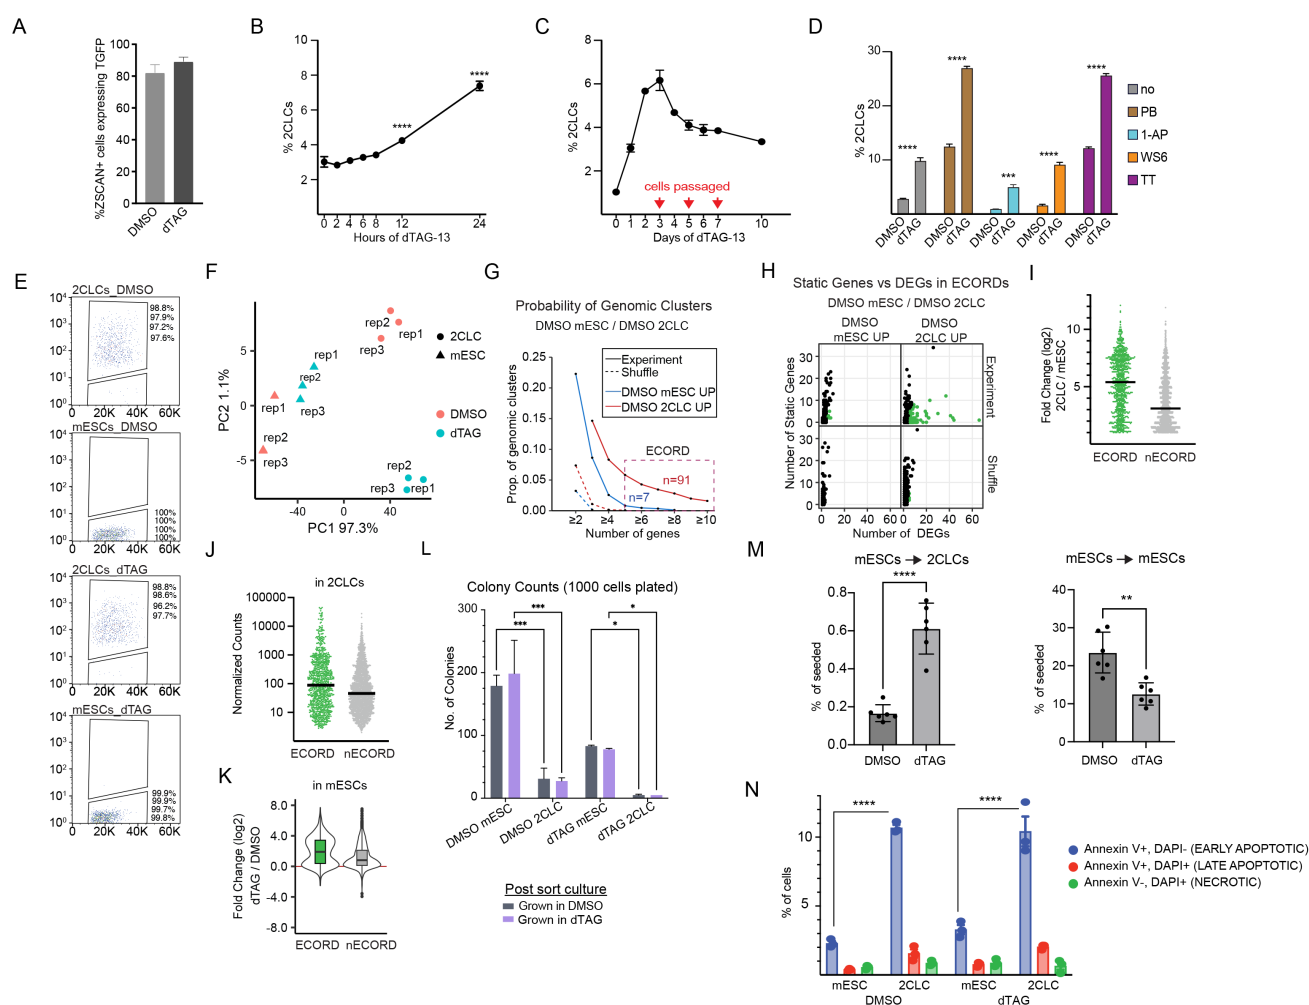

**Appendix Figure S3. EHMT2 acts as a gatekeeper for entry into the 2-cell-like state. Related to Figure 3.**

**A)** Quantification of the percentage of ZSCAN4-positive cells that express GFP (TGFP) in DMSO and dTAG conditions. Error bars represent the mean with SD. **B)** Percentage of 2CLCs in mESC cultures after indicated hours of dTAG-13 treatment compared to DMSO-treated (0h) cells. \*\*\*\*p<0.0001 with one-way ANOVA. Shown is the mean with SD (n=3 biological replicates). **C)** Percentage of 2CLCs after indicated days of dTAG-13 treatment. Shown is the mean with SD. Red arrows indicate when mESC cultures were passaged. **D)** Percentage of 2CLCs after 24h of mESC culture in the presence of the indicated chemicals. Shown is the mean with SD (n=3 biological replicates). Nothing added, no; Pladienolide B, PB (spliceosome inhibitor); 1-azakenpaullone, 1-AP (GSK3 inhibitor); WS6 (I $\kappa$ B kinase and EPB1 inhibitor); TTNPB, TT (RAR agonist). \*\*\*\*p<0.0001; one-Way Anova. **E)** FACS analysis indicating purity of 2CLC and mESC populations used for RNA-seq analysis. **F)** PCA of RNA-seq samples. **G)** Probability curves showing the fraction of gene clusters with  $\geq n$  DEGs and < 50% static genes that do not break

TAD boundaries. For RNA-seq experiments with sorted cells, “ECORDs” were defined as clusters with  $n \geq 5$  DEGs and  $< 0.5$  proportion of static genes. **H)** Number of static genes in ECORDs at 24h and 7d, respectively. Green indicates ECORDs with  $\geq 5$  DEGs. **I)** Fold change of ECORD and Non-ECORD Up DEGs (DMSO 2CLC > mESC). **J)** Normalized expression of ECORD and Non-ECORD Up DEGs (DMSO 2CLC > mESC) in DMSO 2CLC **K)** Fold changes of ECORD and Non-ECORD Up DEGs (mESC dTAG/DMSO) in mESC dTAG (mESC dTAG / DMSO). **L)** Quantification of Alkaline phosphatase-positive colonies after 6 days of culture of sorted populations in different media conditions.  $*p < 0.05$ ,  $***p < 0.001$ ; two-way ANOVA. Error bars represent the mean with SD. **M)** Quantification of cell state conversions of sorted populations in different media conditions after 24 hours.  $**p < 0.01$ ,  $****p < 0.0001$  with unpaired t-test. **N)** Quantification of indicated cell populations defined after Annexin V/DAPI staining of 2CLCs and mESCs.  $****p < 0.0001$ ; two-way ANOVA. Error bars represent the mean with SD.

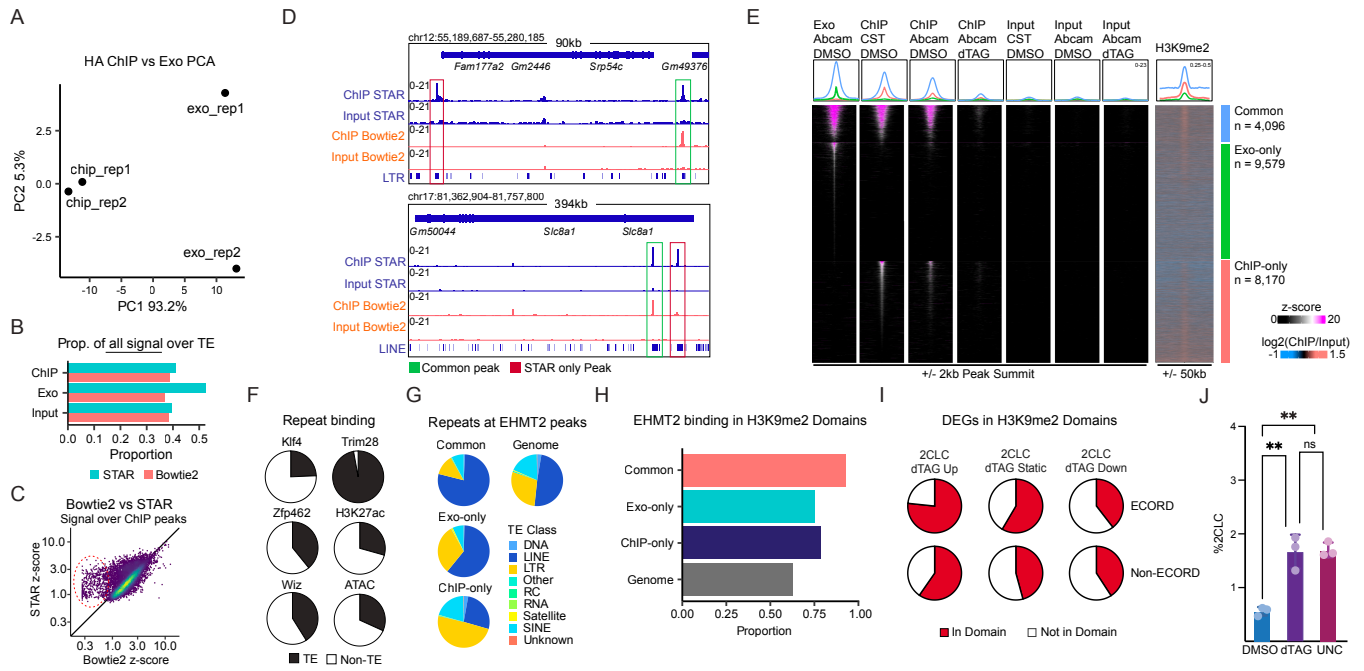

**Appendix Figure S4. H3K9me2 domains repress ECORD expression. Related to Figure 4.**

**A)** PCA of ChIP-seq and ChIP-Exo samples. **B)** Comparison of Bowtie2 and modified STAR multi-alignment (see Methods) showing the proportion of signal over repeats. **C)** Correlation of EHMT2 ChIP-seq signal after aligning with Bowtie2 or STARmulti (see Methods). Most peaks are unaffected, but a subset of *de novo* peaks can be identified with STARmulti (dashed circle). **D)** Examples of peaks only identified using STARmulti (red box) and peaks unaffected by the aligner used (green box). **E)** EHMT2 and H3K9me2 signal around summits of ChIP-Exo and ChIP-seq peaks (observed in indicated culture conditions and using indicated HA antibodies). For common peaks, the mid-point of the summit was used. **F)** Proportion of peaks that overlap repetitive elements. Proportion was calculated at the base pair level. **G)** Classes of repetitive elements (TEs) overlapping with distinct categories of EHMT2 peaks. **H)** Proportion of EHMT2 ChIP-seq and ChIP-Exo peaks that overlap an H3K9me2 domain. **I)** Proportion of RNA-seq k-meds genes that overlap an H3K9me2 domain, split by whether they fall into an ECORD called in DMSO 2CLCs. **J)** Percentage of 2CLCs in mESC cultures after 24h of dTAG-13 or UNC0638 treatment compared to DMSO-treated. \*\*p<0.01; one-way ANOVA. Error bars represent the mean with SD.

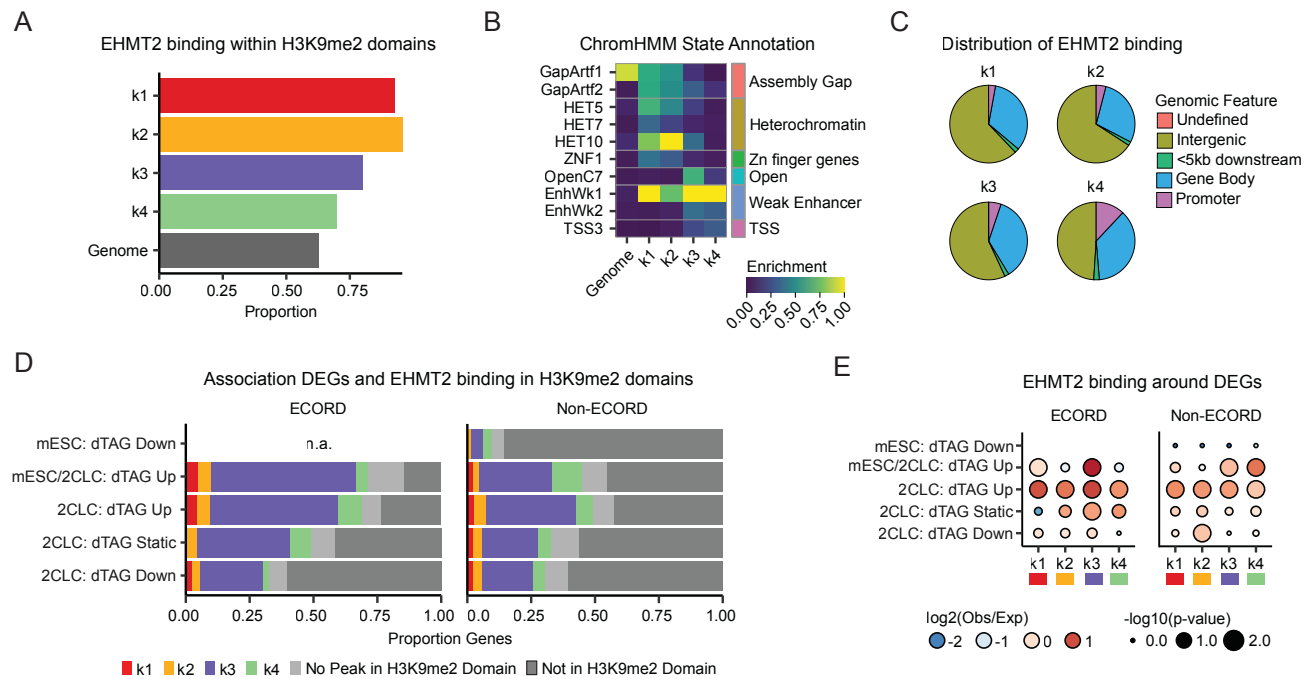

**Appendix Figure S5. EHM2 binding suggests locus-specific modes of gene regulation. Related to Figure 5.**

**A)** Proportion of peaks in EHM2 k-means clusters (k1 to k4) that overlap H3K9me2 domains. **B)** ChromHMM annotations of EHM2 peaks using a 100-state model (Vu and Ernst, 2023). **C)** Genomic distribution of EHM2 peaks in the different k-means clusters. **D)** Enrichment of EHM2 k-means clusters with DEGs. DEGs were assigned to the nearest EHM2 peak in the same H3K9me2 domain. The p-value was calculated using a bootstrap approach by shuffling gene categories 1,000 times. **E)** Association between RNA-seq DEGs, k-medians clusters, ECORDs, and EHM2 binding. Genes were assigned to the nearest EHM2 peak in the same H3K9me2 domain.

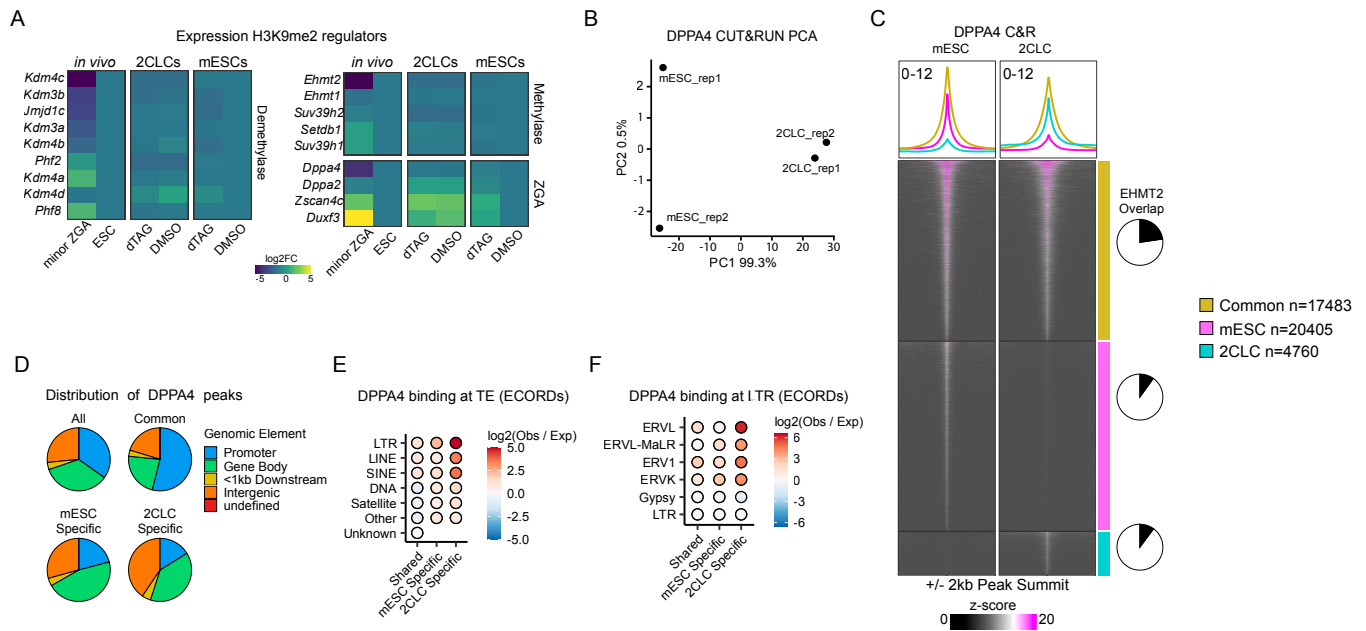

## Appendix Figure S6. EHMT2 antagonizes DPPA2/4 function at ECORDs. Related to Figure 6.

**A)** Expression of H3K9me2 regulators in sorted 2CLCs and mESCs compared to mouse embryos at the minor ZGA stage and mouse ESCs from Hu et al., 2020. **B)** PCA of DPPA4 CUT&RUN samples. **C)** DPPA4 C&R signal (+/-2kb of peak summits) around all DPPA4 peaks, organized by their cell type association. For common peaks, the mid-point of the summits was used. Pie diagrams show overlap with EHMT2 binding based on a union set of EHMT2 ChIP-seq and ChIP-exo peaks. **D)** Genomic distribution of DPPA4 peaks. **E)** Observed vs expected ratio ( $\log_2$ ) of DPPA4 peaks over different classes of repetitive elements (TEs). **EF)** Observed vs expected ratio ( $\log_2$ ) of DPPA4 peaks over different families of LTRs. For this analysis, only peaks that overlapped an LTR were used. The expected ratio was calculated for D and E by shuffling Dppa4 peaks over the genome 100 times.

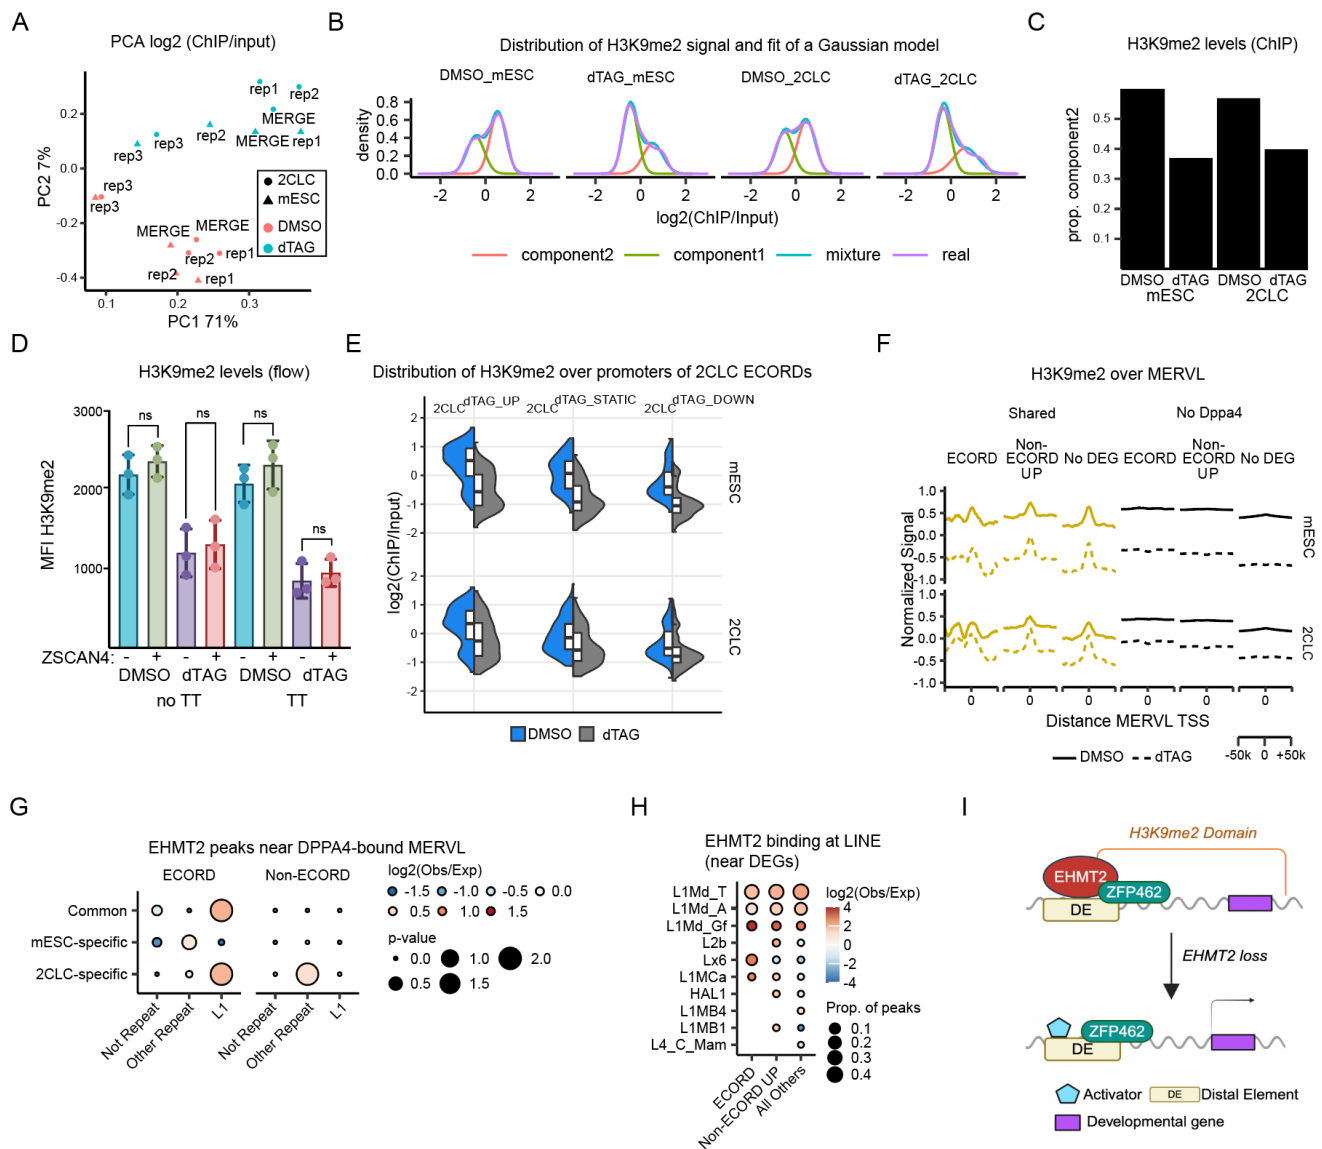

**Appendix Figure S7: Evidence for a regulatory role of EHMT2-bound L1s for ECORD expression. Related to Figure 7**

**A)** PCA of H3K9me2 ULI-NChIP samples based on ChIP/Input signal. **B)** Gaussian mixture modeling of H3K9me2 signal (ChIP/Input) using a two-component model. "real" represents the actual data and "mixture" is the model fit/prediction that is the sum of component 1 and component 2. **C)** Proportion of the total mixture curve from figure S7B represented by component 2, representing the (H3K9me2) signal component. **D)** Quantification of H3K9me2 levels in mESCs (ZSCAN4-) and 2CLCs (ZSCAN4+) derived in either presence or absence of the RAR agonist TT by flow cytometry after treatment with DMSO/dTAG for 48h. n.s.: not significant ( $p > 0.05$ ) with one-way ANOVA. Error bars represent the mean with SD. **E)** H3K9me2

signal in mESCs and 2CLCs (DMSO, dTAG) over gene TSSs for indicated gene groups defined by RNA-seq analysis of sorted 2CLCs (dTAG vs DMSO) (see Figure 3I). **F)** H3K9me2 signal over MERVLs bound by DPPA4 in both 2CLCs and mESCs (yellow) or not bound at all (black). The H3K9me2 signal in panels E and F represents the  $\log_2(\text{ChIP}/\text{Input})$  signal, which is additionally normalized using a scaling factor estimated by mixture modeling (see Methods). **G)** Enrichment of EHMT2 peaks around Dppa4 MERVL at ECORDs and Non-ECORD UP DEGs. Dppa4 peaks were assigned to the nearest EHMT2 peak in the same H3K9me2 domain. The p-value was calculated using a bootstrap approach by shuffling Dppa4 peaks over the genome 1,000 times. **H)** Observed vs expected ratio ( $\log_2$ ) of LINE repeat genes that EHMT2 binds to, split by the type of DEG they are associated with. To associate peaks and DEGs, each DEG was assigned to the nearest EHMT2 peak in the same H3K9me2 domain (see methods). **I)** Model of EHMT2 regulation of non-ECORD genes.

# Supplementary material for: Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements
**Source:** EMBO Rep. 2025 Dec 9;27(3):654–76. doi: 10.1038/s44319-025-00657-5
**Supplement:** Supplementary file 10 — Source data Fig. 3

README

Re-analysis of purified mESCs and 2CLCs 24h after sorting.

Nomenclature:

“dm” = DMSO culture; “dt” = dTAG culture; “-” = mESCs; “+” = 2CLCs; “a”-”f” = replicates (separate cultures).

# Supplementary material for: Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements
**Source:** EMBO Rep. 2025 Dec 9;27(3):654–76. doi: 10.1038/s44319-025-00657-5
**Supplement:** Supplementary file 10 — Source data Fig. 3

README

MERVL-GFP mESC clone 7 was used in biological triplicate (three separate cultures).

24h = analysis after 24 hours of culture in dTAG

no = analysis after 24 hours of culture in DMSO

The triplicate samples can be found in Source Data folder Figure 3>>>3D.

# Supplementary material for: Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements
**Source:** EMBO Rep. 2025 Dec 9;27(3):654–76. doi: 10.1038/s44319-025-00657-5
**Supplement:** Supplementary file 10 — Source data Fig. 3

FCS files of flow cytometric analysis of MERVL-GFP mESC lines #7, #9, and #11 for expression of EpCAM and SSEA1 on GFP- (mESCs) and GFP+ (2CLCs) in presence of DMSO or dTAG. Gating was used to exclude feeder cells (high FSC and SSC values), dead cells (DAPI+) and duplets.

# Supplementary material for: Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements
**Source:** EMBO Rep. 2025 Dec 9;27(3):654–76. doi: 10.1038/s44319-025-00657-5
**Supplement:** Supplementary file 10 — Source data Fig. 3

README

MERVL-GFP mESC clone 7 was used in biological triplicate (three separate cultures).

24h = analysis after 24 hours of culture in dTAG

no = analysis after 24 hours of culture in DMSO

Parental EHMT2-dTAG mESCs were used to determine background GFP levels.

For panel 3D, samples 24h_1 and no_1 were used.

# Supplementary material for: Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements
**Source:** EMBO Rep. 2025 Dec 9;27(3):654–76. doi: 10.1038/s44319-025-00657-5
**Supplement:** Supplementary file 12 — Source data Fig. 5

Table listing gene categories and RNA-seq fold-changes, as used in Fig.5E.

gene.id = common gene name

Cell = higher expressed in mESC (“ESC”), 2CLCs (“2CLC”), or not differential, based on RNA-seq analysis.

Category – Part of ECORD and upregulated in dTAG (“ECORD”); not part of ECORD and upregulated in dTAG (“Non-ECORD UP”); upregulated in DMSO (“DMSO UP”).

Log2FC_UNC:DMSO_WT - average log2FC difference in RNA levels comparing J1 wildtype mESCs grown in UNC0638 and DMSO)

Log2FC_UNC:DMSO_DPPA4KO - average log2FC difference in RNA levels comparing DPPA4KO mESCs grown in UNC0638 and DMSO)

See Table S2 (sheet “7dDEGs_UNC_DPPA4WTvsKO”) for additional information on this dataset.

How the deposited data were processed for this re-analysis (not part of the article)

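The data are ATAC-seq peaks of EHMT2-dTAG mESCs treated with DMSO for 24 h, from 2 independent clones with 50000 cells each. The authors merged technical replicates, trimmed reads with BBMap, aligned them to mm10 with STAR, removed duplicates with Picard and reads in ENCODE High Signal Regions, shifted fragments for the Tn5 cut position and called peaks with MACS2. Reads that matched several locations were written at 1 best location with ties at random, so single copies of repeats share reads. The deposited list is 1 list for both clones merged. Its fold enrichment is the ratio, computed by the authors with MACS2, of the fragment pileup at the summit plus 1 to the local background plus 1. Its deposited −log10 p-values and −log10 q-values are those of the summit, and its deposited score is 10 times the −log10 p-value, rounded down, and was not used further. Positions and summit offsets were used as deposited and are given counting from 1.

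Of the 116782 peaks, 3 lie on the mitochondrial genome and 2 on a sequence of another organism. The remaining 116777 peaks on chromosomes 1 to 19, X and Y were used for regions and chromosomes. Library totals were not analysed here. The depth behind each peak was calculated from its fold enrichment and p-value with the formulas of MACS2, as the fragment number and Poisson background that give both. The fragment number came out whole for 116777 of all peaks. On 19412 simulated peaks, 100% of the fragment numbers were recovered. Such numbers cover counting error only and no difference between clones.

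The reference was GRCm38 (mm10) with GENCODE annotation of the same build, in an earlier release than the study used. EHMT2 sites came from Dataset EV4, of which the copy used here holds 1999 of 21845 rows, so sites were looked up one by one with no test over the copy. Repeated rows of one interval were treated as 1 site with several summits. ECORDs came from Dataset EV2, which lists 91 in 2CLCs, 7 in mESCs, 13 at 24 h and 29 at 7 d. For each set, the median over ECORDs of the percent of bases in ATAC peaks was compared with 10000 sets of ranges of the same widths placed at random on the same chromosomes, leaving out the first 3 Mb of each chromosome other than Y, by a two-sided permutation test. The 2CLC and mESC ECORDs were compared by a permutation test of the difference in medians with 100000 resamples. Pearson's and Spearman's correlations over the 2CLC ECORDs had permutation p-values from 100000 resamples, with Benjamini-Hochberg adjustment over 2 relations. For 200 simulated sets of 86 ranges, the placement test called 7.0% of sets without an effect at 0.05, and 100% of sets from which 50% of the coverage had been removed. The simulated sets were drawn in the same way as the placements, so the first rate does not show how the test behaves for clusters of genes. The simulation used autosomes only, fewer placements, and only the median with unmatched placement. The pooled and matched tests were not checked in this way.

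Before the data were examined, the named items were fixed as the 5 sites on chromosome 1 with the highest mean EHMT2 signal in each of K1 to K4, the ECORDs holding Zscan4, Obox or Gm21761 genes and the 3 of highest and 3 of lowest coverage among 2CLC ECORDs, the 5 peaks of highest fold enrichment, and 10 genes. The alternatives were also fixed then, apart from those said below to have been added. They were a −log10 q-value of at least 10, a window of 2000 bp, ATAC summits inside the EHMT2 peak, 5 random or 10 sites per cluster, peaks per Mb, pooling over ECORDs, flanking ranges, leaving out chromosomes X and Y, and placement matched on gene number within 20%. Sequences were searched in the genome with BLAST 2.17.0, counting matches with at least 90% identity over at least 50% of the length. Each alignment outside the searched range counted as 1 match, and alignments were not merged, so the number of matches can exceed the number of copies. For the EHMT2 sites, matches with at least 98% identity were also counted. The search with the EHMT2 sites was added after their peaks had been seen. Promoter peaks were peaks with a summit within 500 bp of the start of a protein-coding gene. Calculations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Truncated tables other than the EHMT2 sites were not used here. Of the 5 named K2 sites, 1 enters the counts and medians but is not reported here by itself.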

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

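The tests of GC content, of windows along chromosome 8, of thresholds other than a −log10 q-value of at least 10, of repeat content on chromosome X, and of pooled coverage of 2CLC ECORDs with matched placement or without N bases were chosen only after the results were seen. Gene-matched placement of the mESC ECORDs had been set as an alternative beforehand, but was taken as a test of gene density only afterwards. As the list pools 2 clones of a single condition, no biological explanation that rests on a condition was tested.

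Chromosome 8 held 71.8 ATAC peaks per Mb, which stood out as a signal in peaks the paper does not discuss, while the other autosomes held from 38.4 to 52.0. Several technical readings are argued against. Chromosome 8 had 8.67 peaks per protein-coding gene start, against at most 7.64 on any other autosome, so gene density does not account for the excess. The share of repeat-masked bases, 32.3%, lies within the range of the other autosomes. Weak peaks account for part of the excess at most. The ratio to the median of the other autosomes fell from 1.56 to 1.35 at a −log10 q-value of at least 10, the threshold set before the test, and chromosome 8 still lay above the other 18 autosomes. At the thresholds added later, the ratio was lowest at 5, with 1.29, and highest at 50, with 2.11. The median number of fragments at its promoter peaks was 46, against 25 to 39 on the other autosomes, and lay 5.10 residual SDs above the trend with GC content. All 12 windows of 10 Mb along chromosome 8 lay above the median window of the other autosomes. Of these, 10 also lay above the 90th percentile of those windows, 58.8 peaks per Mb. This argues against a gain confined to a short part. The adjacent windows from 13000001 to 33000000, with 53.1 and 56.8 peaks per Mb, lay below that percentile. A gain that spares this part therefore stays open. A candidate explanation that stays open is extra copies of chromosome 8 in part or all of the cells, as both the fragments at promoter peaks (1.44 times the median of the other autosomes) and their local background (4.34 against at most 3.36 fragments) were highest there. This is a hypothesis found and tested on the same list, and it was not possible to ask whether 1 or both clones carry the excess. The signal tracks of the study were normalized per chromosome arm and were not used here.

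Chromosome X held 18.3 ATAC peaks per Mb, fewer than each of the 19 autosomes, in peaks the paper does not discuss. A lower copy number of chromosome X and other causes cannot be told apart. In the test set beforehand, a lower copy number was to bring the median number of fragments at promoter peaks below that of every autosome, and this did not occur, as the median of 27 lay within the range of 25 to 39 on the autosomes other than chromosome 8. This range is too wide to exclude it. Other values were looked at only afterwards and point the other way. The local background at these peaks, 2.10 fragments, was below that of every autosome, and the GC trend of the other autosomes without chromosome 8 gave 43.6 fragments, although it had to be extended to a GC content lower than that of any autosome. Repeat content stays open, as 46.8% of the bases of chromosome X are repeat-masked, outside the range of 30.6% to 35.8% on the autosomes. The share alone does not show that repeats lower the number of peaks.

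The highest fold enrichment, 44.1, was found at a peak from 60042723 to 60043202 on chromosome 5, between genes. It matches the mitochondrial genome over 378 bp with 97.9% identity. The next 4 peaks in rank have fold enrichments from 31.2 to 34.5 and lie in fully repeat-masked sequence on chromosomes 2, 5, X and 17. Each has at least 5782 other matches in the genome. All 5 peaks thus have another match with at least 90% identity over at least 50% of their length. The longest such match had an identity of 91.3% for the peak where this value was lowest. Shorter matches of higher identity were not looked for. Sequence present in several copies or shared with the mitochondrial genome is a possible explanation for the rank of these peaks. Regulatory activity at these loci was not tested.

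ATAC coverage of ECORDs is not reported in the paper. The 7 mESC ECORDs had a median of 5.26% of bases in ATAC peaks, against 2.86% for random placements (permutation test by random placement, two-sided p = 0.014, and 0.056 after Benjamini-Hochberg adjustment over the 4 ECORD sets). Placements with the same number of annotated genes reached 4.18% (permutation p = 0.196), so gene density is a possible explanation for the median. It does not settle the matter, because pooled coverage stayed past the threshold against gene-matched placements, with 5.22% against 3.82% (permutation p = 0.021), an alternative added after seeing the data. All 7 mESC ECORDs lay between 3.82% and 15.5%, and 2 of the 7 lay below their flanks. Pooled against random placements, an alternative set beforehand, the coverage was 5.22% against 3.07% (permutation p = 0.0038, not adjusted). The median fails the correction, and it is 1 of many comparisons made on these ranges.

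Pooled over all bases, the 91 2CLC ECORDs had 1.37% of bases in ATAC peaks against 1.90% for random placements (permutation p = 0.0002, the smallest value that the 10000 placements can give). The median per ECORD, 3.01%, did not differ from that of the placements, 2.86% (permutation p = 0.521). The explanations set beforehand were meant for the median, and since it showed no difference they were tested on the pooled value instead. Gene density is argued against, as gene-matched placements reached 2.23% when pooled (permutation p = 0.0002). Assembly gaps are argued against as well, with 1.93% for placements and 1.43% for ECORDs once bases written as N were left out (permutation p = 0.0002). The authors removed reads in ENCODE High Signal Regions, and these regions were not left out of the ECORDs or the placements. Their part in the difference therefore stays open. Repeat-masked sequence narrows the difference but is argued against as its whole cause, because repeat-matched placements reached 1.53% (permutation p = 0.022). The median per ECORD instead lay above its repeat-matched placements (3.01% against 2.44%, permutation p = 0.0086), so the direction depends on the statistic.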

How the results depend on the processing

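No paired analysis was possible because both clones are merged in a single peak list and no comparison of groups of samples was made. For the same reason neither clone was left out. Across 14 results, 58 alternatives set before the data were examined and 29 added after seeing the data were computed. Of the former, 37 kept the direction and the side of the threshold or, where there was no test, a share of sites or a ratio within 1.5 times that reported. The others were 4 weaker, 3 stronger, 6 reversed and 8 moved. Of the added ones, 14 left the result unchanged, and 2 were weaker, 5 stronger and 8 reversed. Unless a construction is named, the cause was not tested.

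Requiring a −log10 q-value of at least 10 left 25977 of 116782 peaks, by construction. For K1 and K2, all 5 sites had an ATAC peak under each alternative, and all 10 with 10 sites. For K3, the number fell from 4 to 2 sites at the stricter q-value, to 3 with summits inside the EHMT2 peak and to 0 for random sites, and was 9 of 10 with 10 sites. For K4, it rose from 2 to 4 sites with the window of 2000 bp and to 5 for random sites, and fell to 1 at the stricter q-value and to 1 with summits inside the EHMT2 peak, and was 5 of 10 with 10 sites. The share of K3 and K4 sites with a peak thus varied across these choices, but with 5 or 10 sites in each, no difference was tested.

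For 2CLC ECORDs, the median coverage of 3.01% was slightly above random placements. It lay below them at the stricter q-value (0.826% against 0.852%, permutation p = 0.778), when pooled (1.37%, as above) and against flanks (a mean difference of -0.396 percentage points, sign-flip permutation p = 0.168, lower in 56 of 91 ECORDs). Against gene-matched placements, 3.01% was lower than 4.11% (permutation p = 0.0002). Of the added alternatives, repeat-matched placements gave 2.44%, and 3.01% was then higher (permutation p = 0.0086). Matching on gene number and repeats together gave 3.67%, and 3.01% was lower (permutation p = 0.0006), although 20 ECORDs had under 50 such places and took the nearest 50. Pooled coverage stayed lower without chromosomes X and Y (2.39% against 3.16%, permutation p = 0.0004), with gene matching (1.37%), with repeat matching (1.37%) and without N bases (1.43%). The direction for 2CLC ECORDs thus depends on what they are compared with.

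For mESC ECORDs, 5.26% passed the threshold against random placements before adjustment (permutation p = 0.014) but not after (0.056). Unadjusted, it did not pass with gene matching (permutation p = 0.196), or with the added repeat matching (permutation p = 0.071) and joint matching (permutation p = 0.477). Pooled coverage of 5.22% did pass, unadjusted, with the added gene matching (permutation p = 0.021) and repeat matching (against 3.55%, permutation p = 0.026). The flanks gave a mean difference of 1.79 percentage points (exact sign-flip test, p = 0.188). For 24 h ECORDs, 2.09% passed the threshold only against gene-matched placements at 4.66% (permutation p = 0.0032), and 2.39% did when pooled with gene matching (permutation p = 0.0026). With the added repeat matching, 2.09% and, pooled, 2.39% lay above the placements. For 7 d ECORDs, coverage passed the threshold when pooled (1.90%, permutation p = 0.035), against gene-matched placements (2.09% against 3.80%, permutation p = 0.0004) and, among those added, when pooled without chromosomes X and Y (2.18%, permutation p = 0.029), pooled with gene matching (1.90%, permutation p = 0.0002) and with joint matching (2.09%, permutation p = 0.0042), for which 9 of the 29 ECORDs had under 50 such places. Pooled coverage did not pass it against repeat-matched placements (1.90% against 1.93%, permutation p = 0.889) or without N bases (2.00% against 2.52%, permutation p = 0.065), which were also added. The median per ECORD lay above the repeat-matched placements (2.09% against 1.92%, permutation p = 0.598).

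The difference in medians between 2CLC and mESC ECORDs, -2.25 percentage points (permutation p = 0.046), became -0.930 at the stricter q-value (permutation p = 0.077) and -2.09 without chromosomes X and Y (permutation p = 0.061). It stayed past the threshold as peaks per Mb (-29.8, permutation p = 0.041) and, added later, with ranges of similar width (-2.07, permutation p = 0.024). The median fold enrichment of peaks in 2CLC ECORDs, 3.95 against 4.09 for placements (permutation p = 0.234), was 9.07 against 9.03 at the stricter q-value. Pearson's r between static share and coverage changed from 0.0072 to -0.0164 at the stricter q-value, with neither past the threshold, while Spearman's rho rose from 0.162 (adjusted permutation p = 0.126) to 0.243 (adjusted permutation p = 0.041). The ratio of chromosome X to the median autosome moved from 0.395 to 0.677 at the stricter q-value. At the thresholds added later, the ratio to the median of the autosomes other than chromosome 8 was highest at 20, with 0.703. It was lowest at 50, with 0.322. Near the threshold 6 fragments suffice for a call, so depth may limit such peaks, which was not tested.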

Differences from the paper's values

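The paper's Dataset EV4 has 21845 rows, and the copy used here holds 1999 of them because it is shortened. None of the alternatives set before the data were examined bears on this number.

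The paper describes K4 as having strong ATAC-seq signal. At the 5 K4 sites of highest EHMT2 signal on chromosome 1, 2 had an ATAC peak within 250 bp of the EHMT2 summit. With a window of 2000 bp, 4 sites had one, and all 5 K4 sites drawn at random had one within 250 bp, with a median fold enrichment of 13.2. Of the 10 K4 sites of highest signal, 5 had a peak within 250 bp, and 1 of the 5 sites did at a −log10 q-value of at least 10 or with ATAC summits inside the EHMT2 peak. All of these settings were set before the data were examined.

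The paper describes ATAC-seq signal as weaker at K2 than at K1. The paper describes heatmaps of normalized signal, whereas fold enrichment is divided by the local background, so the measures differ. The median fold enrichment was 9.71 at the named K2 sites and 9.39 at the named K1 sites. At the sites drawn at random it was 8.53 for K2 and 10.5 for K1, which is the order the paper gives. With 10 sites of highest signal it was 11.0 for K2 and 9.03 for K1. The median number of fragments over the summit, without division by the background, was 48 at the named K2 sites and 52 at the named K1 sites. This is also the order the paper gives, with overlapping values. None of these was tested, as 5 sites picked by signal do not sample a cluster.

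In its discussion, the paper describes accessibility at K1 and K2 sites as low. All 10 named sites of these clusters had a called peak with a fold enrichment above that of at least 83.0% of all peaks. This is a rank among called peaks, whose median number of fragments over the summit was 9, and not a level of accessibility. The sites were picked for high EHMT2 signal, and their fragments cannot be assigned to a single copy with certainty. The rank therefore does not decide whether accessibility at K1 and K2 is low.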

Other observations

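The test that matched placements on both gene number and repeats was chosen only after the result was seen.

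Among the genes fixed before the data were examined, an ATAC peak covered the annotated start of *Ehmt2* with a fold enrichment of 3.33, of *Dppa2* with 6.16, of *Dppa4* with 6.53, of *Zfp462* with 5.20, of *Wiz* with 7.88, of *Pou5f1* with 2.83 and of *Klf4* with 5.68. The *Pou5f1* peak, from 35505742 to 35506276 on chromosome 17, exceeded only 1.23% of all peaks in fold enrichment, with 17 fragments over its summit and a local background of 5.36 fragments. No peak covered the annotated start of *Trim28*, *Zscan4d* or Gm21761, where the nearest peaks were 6513, 7686 and 8251 bp away. For each gene, only the outermost annotated start was looked up. Any other transcript starts, as within the annotated span of *Trim28* from 12999114 to 13031035 on chromosome 7, were not examined. A missing peak at these positions therefore does not show that a gene lacks an accessible promoter. The nearest peaks to *Zscan4d* and Gm21761 had 6 fragments each, the minimum of the list.

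The 2CLC ECORD holding the *Zscan4* genes, from 10794242 to 11614112 on chromosome 7, had 25 peaks and 2.09% of bases in peaks. The ECORD holding *Obox* genes from 14530652 to 15904020 on the same chromosome had 11 peaks and 0.611% of bases in peaks, and 58.7% of its bases are repeat-masked. The ECORD with an *Obox* pseudogene from 36452294 to 36981237 on chromosome 17 had 30 peaks and 3.92%. The ECORD with Gm21761, from 119765187 to 120318178 on chromosome 13, had 51 peaks and 5.82%. Coverage was 0 in each of the 3 2CLC ECORDs named for lowest coverage. These lie on chromosome 1 from 151182537 to 151211072, on chromosome 4 from 145410245 to 147738426 and on chromosome 5 from 14933221 to 15657059, and the latter 2 contain 18.5% and 54.6% of unsequenced bases. The highest coverage, 17.4%, was found on chromosome 2 from 74679557 to 74765142, followed by 15.4% on chromosome 11 from 58948920 to 58973098 and 12.5% on chromosome 13 from 22014468 to 22036345.

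Against placements with the same number of annotated genes, 2CLC ECORDs had fewer bases in ATAC peaks, with 3.01% against 4.11% (permutation p = 0.0002, the smallest value possible). The 24 h and 7 d ECORDs also lay below such placements (permutation p = 0.0032 and 0.0004). The paper reports that all 24 h and most 7 d ECORDs overlap 2CLC ECORDs, so these results are not independent. For the mESC ECORDs, the median did not differ from gene-matched placements (permutation p = 0.196). Their pooled coverage lay above such placements (5.22% against 3.82%, permutation p = 0.021), an alternative added after seeing the data. These p-values are not adjusted. Repeat-masked sequence was tested as a technical explanation by matching on both properties. The placements then had a median of 3.67%, and the 2CLC ECORDs stayed below it (permutation p = 0.0006), which argues against repeats as the whole cause, although 20 of the 91 ECORDs had under 50 such places. With the same matching, the 24 h ECORDs no longer passed the threshold (2.09% against 3.10%, permutation p = 0.093), and the 7 d ECORDs did (2.09% against 3.17%, permutation p = 0.0042), with under 50 such places for 7 of 13 and 9 of 29 ECORDs. For the 24 h ECORDs, repeats thus stay open. ENCODE High Signal Regions, from which the authors removed reads, were not left out of these comparisons, so their part stays open. The ATAC-seq cells were bulk mESCs and not 2CLCs, and no biological explanation was tested.

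Across the 91 2CLC ECORDs, which are not independent replicates, coverage had no relation with the share of static genes (Pearson's r = 0.0072, permutation p = 0.946, adjusted 0.946; Spearman's rho = 0.162, permutation p = 0.126, adjusted 0.126). For the number of DEGs, Pearson's r was -0.196 (permutation p = 0.058, adjusted 0.115) and Spearman's rho -0.226 (permutation p = 0.032, adjusted 0.064). Without the 2 ECORDs farthest from the median number of DEGs, r was -0.179. For the static share, r without the 2 ECORDs farthest from the median was -0.0157. Neither of the 2 relations passed the threshold after adjustment over all peaks. At a −log10 q-value of at least 10, Spearman's rho for the static share did (0.243, permutation p = 0.021, adjusted 0.041), whereas Pearson's r was -0.0164.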
